# Sequential perturbations to mouse corticogenesis following in utero maternal immune activation

**DOI:** 10.7554/eLife.60100

**Published:** 2021-03-05

**Authors:** Cesar P Canales, Myka L Estes, Karol Cichewicz, Kartik Angara, John Paul Aboubechara, Scott Cameron, Kathryn Prendergast, Linda Su-Feher, Iva Zdilar, Ellie J Kreun, Emma C Connolly, Jin Myeong Seo, Jack B Goon, Kathleen Farrelly, Tyler W Stradleigh, Deborah van der List, Lori Haapanen, Judy Van de Water, Daniel Vogt, A Kimberley McAllister, Alex S Nord

**Keywords:** MIA, RNA-Seq, transcriptomic, brain development, WGCNA, Mouse

## Abstract

In utero exposure to maternal immune activation (MIA) is an environmental risk factor for neurodevelopmental and neuropsychiatric disorders. Animal models provide an opportunity to identify mechanisms driving neuropathology associated with MIA. We performed time-course transcriptional profiling of mouse cortical development following induced MIA via poly(I:C) injection at E12.5. MIA-driven transcriptional changes were validated via protein analysis, and parallel perturbations to cortical neuroanatomy were identified via imaging. MIA-induced acute upregulation of genes associated with hypoxia, immune signaling, and angiogenesis, by 6 hr following exposure. This acute response was followed by changes in proliferation, neuronal and glial specification, and cortical lamination that emerged at E14.5 and peaked at E17.5. Decreased numbers of proliferative cells in germinal zones and alterations in neuronal and glial populations were identified in the MIA-exposed cortex. Overall, paired transcriptomic and neuroanatomical characterization revealed a sequence of perturbations to corticogenesis driven by mid-gestational MIA.

## Introduction

Epidemiological association between maternal infection and neurodevelopmental disorders (NDDs) has been found for autism spectrum disorder (ASD), schizophrenia (SZ), bipolar disorder (BPD), anxiety, and major depressive disorder (MDD) (Brown, 2011; Estes and McAllister, 2015; Parboosing et al., 2013; Patterson, 2009). Indeed, maternal immune activation (MIA) itself is sufficient to produce NDD-relevant outcomes in offspring in animal models (Canetta et al., 2014; Machado et al., 2015). Offspring from female mice exposed to the toll-like receptor 3 (TLR3) agonist and viral mimic polyinosinic:polycytidylic acid [poly(I:C)], and offspring in maternal immune activation models using the bacterial mimic lipopolysaccharide (LPS) (Depino, 2015; O'Loughlin et al., 2017; Simões et al., 2018), recapitulate neuropathologies and aberrant behaviors seen in offspring born to flu-infected dams (Shi et al., 2003; Smith et al., 2007). MIA in mice produces behavioral and cognitive abnormalities with relevance across multiple NDD diagnostic boundaries (Estes and McAllister, 2016; Malkova et al., 2012; Richetto et al., 2014).

MIA-induced outcomes in adult offspring have been well characterized; however, mechanisms of initiation and progression of NDD-related brain pathology remain poorly defined. Poly(I:C) increases proinflammatory cytokines such as IL-1β, IL-6, CXCL1, and TNF-α in the maternal circulation (Ballendine et al., 2015; Dahlgren et al., 2006; Hsiao and Patterson, 2011; Meyer et al., 2006b; Meyer et al., 2006a; Smith et al., 2007). Downstream pathological changes in the brains of offspring have been reported across cell types, from neurons to microglia, and these changes have been linked to perturbations in proliferation, migration, and maturation in the developing brain (Haida et al., 2019; Shin Yim et al., 2017; Soumiya et al., 2011; Zhang et al., 2019; Zhao et al., 2019). Recent studies have identified acute transcriptomic changes in fetal brain in mice and rats at single time-points (3–4 hr) following MIA, with significant overlap between transcriptome changes in the cortices of MIA-exposed offspring and those altered in the brains of children with ASD (Lombardo et al., 2018). Although MIA could cause a dynamic sequence of transcriptional changes in the fetal brain following acute exposure, no integrated picture of MIA-associated transcriptomic pathology exists that maps changes spanning from the initial acute response to MIA through birth. Here, we combined time-course transcriptomics with neuroanatomy to map changes in prenatal mouse cortical development following MIA induced by poly(I:C) injection at E12.5.

## Results

We used paired transcriptomic and neuroanatomical analyses to map changes in the fetal brain following MIA in a poly(I:C) mouse model (Figure 1, Figure 1—figure supplement 1, Figure 1—figure supplement 2 and Figure 1—figure supplement 3). Induction of MIA via poly(I:C) injection at E12.5 produces relevant phenotypes in mice (Choi et al., 2016; Shin Yim et al., 2017; Smith et al., 2007) and the specific implementation of this model was recently validated in our hands to produce sufficient levels of MIA to mimic viral infection and cause aberrant behavioral outcomes in offspring (Estes et al., 2020). The dosage of 30 mg/ml poly(I:C) elicited substantial elevations in maternal serum IL-6 (on average 2200 pg/ml) 4 hr following injection (Figure 1—figure supplement 1). Pregnant mice were injected with saline or poly(I:C) at E12.5, and dorsal telencephalon (E12.5 + 6 hr, E14.5, E17.5, and birth (P0)) was microdissected (Figure 1a). RNA-seq datasets were generated from male and female embryos from 28 independent litters across control and MIA groups, typically with one to three embryos represented per independent litter (Supplementary file 20, Supplementary file 5, File source data 1). 

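RNA-seq counts of 74 samples of dorsal telencephalon were analysed, 36 from dams injected with saline and 38 from dams injected with poly(I:C), a synthetic RNA that triggers an antiviral response and is used here to cause maternal immune activation (MIA). The samples came from 35 females and 39 males. They represented 14 saline and 19 MIA litters, with 1 to 6 samples per litter, when the E14.5 MIA sample of an untracked litter is counted as a litter of its own. The E12.5 samples were collected 6 hr after the injection. The authors aligned the reads to the mouse genome build mm9 and deposited the number of reads counted on each of 24015 genes, without normalization. Total counts per sample ranged from 20297679 to 42005475 (median 39321745) for E12.5 saline and from 32552529 to 38024312 (median 34498808) for E12.5 MIA. At E14.5 they ranged from 19499440 to 34562788 (median 27201400) for saline and from 19545974 to 47662831 (median 27095958) for MIA. The E17.5 totals lay between 36366011 and 41692915 (median 38807061) for saline and between 33429103 and 41237532 (median 39554307) for MIA. At P0 they ranged from 23247766 to 43522925 (median 34541664) for saline and from 17512324 to 45182253 (median 35327645) for MIA. The mean total did not differ between treatments by more than the spread of the samples at any time-point (two-sided permutation tests, exact at E12.5 and E17.5, p = 0.946 at E12.5, 0.164 at E14.5, 0.801 at E17.5 and 0.713 at P0). A detection floor of 3 counts corresponded to between 0.0629 and 0.171 counts scaled to library size (CPM, as edgeR computes them), depending on the sample. Every sample labeled female had at least 313 CPM of Xist, and every sample labeled male at most 4.44 CPM. The libraries were sequenced on 11 lanes. At E12.5, 3 of the 5 lanes, and at E17.5, 1 of the 3 lanes, held saline samples only, so lane and treatment cannot be told apart for those samples. In a fit with lane these samples have no weight in the comparison of treatments. It then rests on 4 saline and 7 MIA samples at E12.5, and on 5 and 6 at E17.5. For each time-point, genes with more than 0.1 CPM in at least 2 samples were tested with edgeR after TMM scaling, with sex and sequencing lane as covariates, and MIA was compared with saline by the quasi-likelihood F-test, which is two-sided. False discovery rates (FDR) are Benjamini-Hochberg adjusted over all genes tested at that time-point. The standard error (SE) of a log2 fold change (log2FC) is its size divided by the square root of the F statistic, and gene levels are TMM-scaled CPM. Gene positions are those of GENCODE M1 on NCBIM37, the assembly that mm9 holds, which lists 20945 of the counted genes.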

For control and MIA, 7 *vs.* 7 samples at E12.5, 13 *vs.* 13 samples at E14.5, 6 *vs.* 6 samples at E17.5, and 10 *vs.* 12 samples at P0, were compared in a differential expression (DE) analysis. For transcriptomic analysis, we used a strategy of first defining DE genes at each time-point using the general linear model (GLM) approach implemented in edgeR, followed by mapping DE signatures to systems-level expression patterns via module assignment using weighted gene co-expression network analysis (WGCNA).

**Figure 1.**
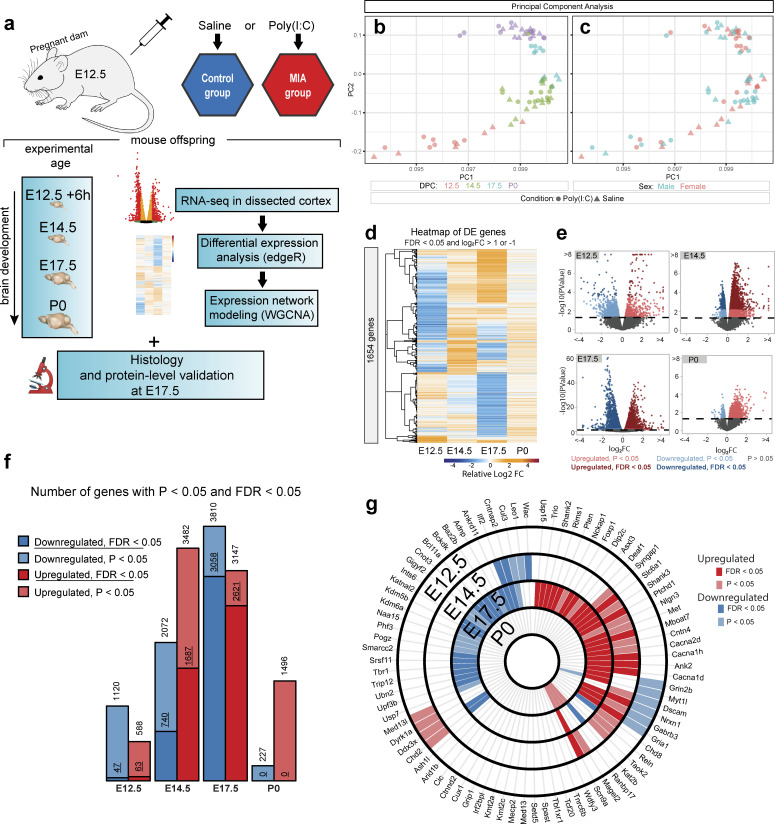
Differential expression across embryonic brain development following maternal immune activation via poly(I:C) injection at E12.5. (**a**) Schematic representation of MIA model and study design. E: embryonic day, P: postnatal day, IHC: immunohistochemistry, WB: western blot. Poly(I:C) was injected at E12.5. Samples for RNA-seq were collected at E12.5 + 6 hr, E14.5, E17.5, and at birth (P0). IHC and WB analysis were conducted on a separate animal cohort at E17.5 and P0. (**b, c**) Principal component analysis (PCA) of RNA-seq data indicates that developmental age accounts for the majority of variance across samples. Age (DPC) or sex are represented as colored symbols in (**b**) and (**c**) respectively, and poly(I:C) or saline treatment indicated by circles or triangles, respectively (**d**) Heatmap representing relative gene expression changes between control and MIA samples across time-points. Hierarchical clustering by relative fold changes shows stage-specific differential expression signatures (DE genes shown have FDR < 0.05 and log_2_ fold change (log_2_FC)>1 or < −1). (**e**) Volcano plots of DE effect size and significance show stage-specific differences in number of DE genes and DE effect size, with the strongest dysregulation at E17.5. Colors represent directionality and statistical significance. (**f**) Numbers of upregulated and downregulated DE genes at FDR < 0.05 and p<0.05 thresholds again show varying DE genes numbers with a peak of dysregulated genes at E17.5. (**g**) Intersection of stage-specific DE genes with the 82 SFARI autism-associated mouse gene orthologs that were expressed at measurable levels in the RNA-seq data. E17.5 DE genes (FDR < 0.05) were enriched for SFARI genes (p=3.9e-04, hypergeometric test). Concentric circles represent developmental time-points. Light red, upregulated DE genes (p<0.05); dark red, upregulated DE genes (FDR < 0.05); light blue, downregulated DE genes (p<0.05); dark blue, downregulated DE genes (FDR < 0.05).

**Figure 1—figure supplement 1.**
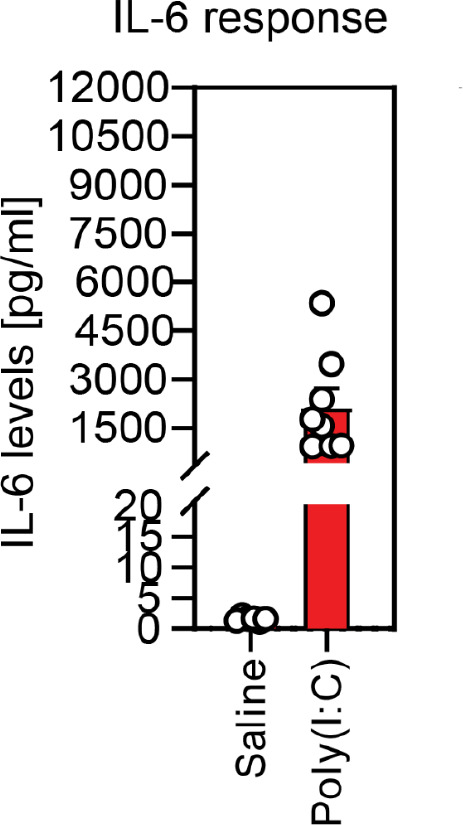
Validation of responsiveness to poly(I:C) based on dam serum IL-6 levels. Injection of poly(I:C) at E12.5 consistently elevates serum IL-6 in dams 4 hr following injection, compared with little response in dams injected with saline.

**Figure 1—figure supplement 2.**
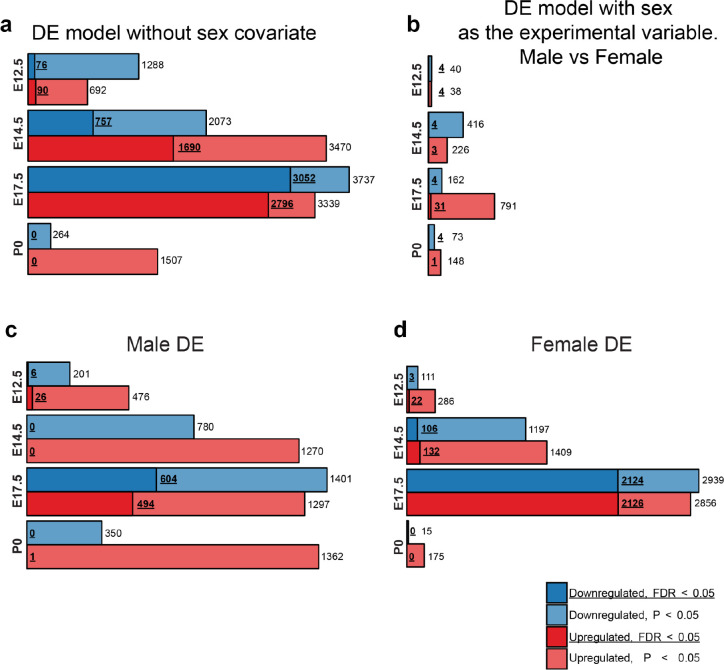
Males and females show largely concordant DE signatures following MIA. (**a**) Numbers of upregulated and downregulated DE genes with p < 0.05 and FDR < 0.05, in the DE analysis lacking the sex covariate, are similar to the DE model including the sex covariate (Figure 2c). (**b**) Numbers of upregulated and downregulated DE genes with p < 0.05 and FDR < 0.05, in a DE analysis testing for differential expression between sexes identifies few DE genes, suggesting limited sex dimorphism between samples. MIA conditions and sequencing lanes were set as covariates for the DE model. (**c, d**) Numbers of upregulated and downregulated DE genes with p < 0.05 and FDR < 0.05, for the DE analysis performed on (**c**) males and (**b**) females demonstrate robust DE at E17.5 in both sexes.

**Figure 1—figure supplement 3.**
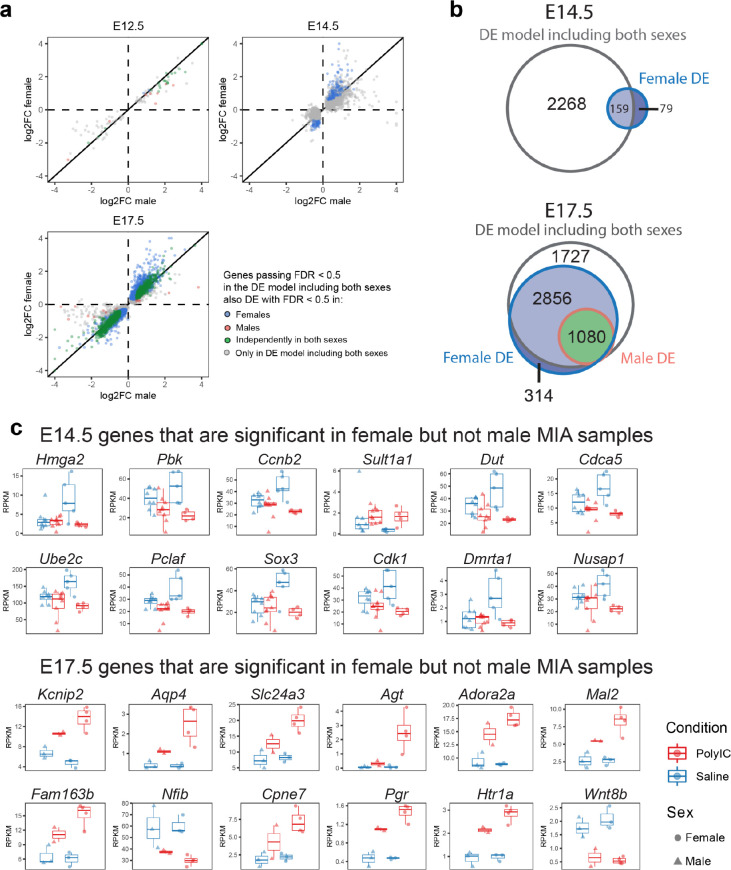
Sex-stratified comparison of DE genes and effect sizes suggest increased DE effect sizes in females. (**a**) Correlation of the relative effect sizes (log_2_FC) for genes passing FDR < 0.05 identifies high degree of concordance between MIA responses between sexes. Genes passing FDR threshold in either or both sexes are color coded. (**b**) Venn diagrams illustrating overlap between DE gene sets passing FDR < 0.05 at E14.5 and E17.5, in DE models containing samples from both sexes, males, or females. The DE model comprising individuals of both sexes includes most of the DE signature of each sex. Female DE analysis identifies limited and unique DE signature. (**c**) Examples of E14.5 and E17.5 genes significant in females but not males. At E14.5 genes were selected to pass FDR < 0.05 and logFC > 0.5 or logFC < −0.5 in females, but not logFC > 0.5 or logFC < −0.5 in males. The gene-set selection process was analogous for E17.5 with the addition of FDR < 0.05 condition in males. After gene set filtering, twelve genes with the lowest FDR in females were plotted.

Principal component analysis (PCA) of MIA and control RNA-seq samples showed developmental age accounts for the majority of variance across samples, with some additional separation between MIA and control groups (Figure 1b–c). 

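Over 18579 genes with more than 0.1 CPM in at least 2 samples, as log2 CPM with a prior count of 2, PC1 held 43.9% ± 2.89 of the variance (SD over 100 bootstrap draws of the samples) and PC2 held 9.30%. Of the variance of PC1, 90.1% lay between time-points, and 31.4% of that of PC2. Scaling each gene to unit variance lowered the PC1 share most, to 31.6%. Of the variance of PC1, 55.1% also lay between lanes, 6 of which held 1 time-point only and 5 of which held 2 or 3. Between MIA and saline, 8 differences were tested on PC1 and PC2, and 2 of them passed adjustment. The first of these was on PC2 at E14.5, where the mean score was -30.9 ± 25.8 (SD, n = 13) for saline and 1.5 ± 20.0 (SD, n = 13) for MIA (two-sided permutation test, p = 0.00129, adjusted p = 0.00866). With samples permuted within their lanes, the mean PC2 difference over the 5 lanes was 34.1 (permutation test, p = 0.00027), and over litter means it was 34.5 (exact permutation test, p = 0.0119, the smallest that 3 against 6 litters allow). The other was on PC1 at E17.5. At E12.5 and P0 the PC1 differences were 1.67 (exact permutation test, n = 7 and 7, p = 0.862) and 1.06 (permutation test, n = 10 and 12, p = 0.731), both smaller than the SD within groups.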

We performed stage-specific differential expression analysis for male and female samples and for both sexes with sex as a covariate. For each time-point, DE genes were defined using a stringent false discovery rate (FDR) < 0.05 threshold and a more inclusive p < 0.05 threshold (Figure 1d,e, Supplementary file 1–5). Sex-stratified analysis indicated generally concordant DE differences between male and female samples following MIA, although DE effect sizes appeared stronger in females at E14.5 and E17.5, leading to a larger number of DE genes identified independently in females compared to males (Figure 1—figure supplement 2, Supplementary files 6–15). 

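With males and females fitted apart and lane as covariate, no gene passed an FDR of 0.05 in males at E12.5, E14.5 or P0, where 653, 2020 and 1133 genes had an unadjusted p under 0.05. At E17.5, 291 genes were higher and 344 lower in MIA males (n = 3 saline and 2 MIA). In females, 16 genes were higher and 157 lower at E12.5 (n = 4 and 3), 1931 higher and 1807 lower at E14.5 (n = 5 and 4), and 1801 higher and 1612 lower at E17.5 (n = 3 and 4). No gene passed in females at P0, where 276 had an unadjusted p under 0.05. With lane in the fit, only samples in a lane that held both treatments in that sex weigh in the contrast, which in females were 2 saline and 1 MIA at E12.5, 3 and 1 at E14.5 and 2 and 2 at E17.5. The female counts at E12.5 and E14.5 therefore rest on 1 MIA sample each and cannot be read as an effect shared by the MIA females. Without lane, no gene passed in females at E12.5 (495 at unadjusted p under 0.05) or at E14.5 (2963 at unadjusted p under 0.05), and at E17.5 the female count rose from 3413 to 4295. With 1 female sample left out at a time, the 8 fits that were possible for the 9 samples at E14.5 gave between 0 and 4713 genes, and the 7 fits at E17.5 gave between 700 and 4084. The difference between the sexes was tested as a sex by treatment term, which no gene passed at any time-point, with 213, 507, 297 and 730 genes at unadjusted p under 0.05 from E12.5 to P0. Between males and females, 5 genes passed at E12.5, 8 at E14.5, 5 at E17.5 and 6 at P0. At E12.5 and at E17.5 these were Xist and the Y-linked Ddx3y, Eif2s3y, Kdm5d and Uty, which were named here after their values were seen.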

Overall, sex-stratified differences in DE genes were generally subtle, as demonstrated by high DE correlation and shared DE gene sets between sexes, with consistent findings across sexes among key DE genes (Figure 1—figure supplement 3). 

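Across the genes with an FDR under 0.05 in both sexes together, the log2FC of males and females correlated with a Pearson r of 0.957 and a Spearman rho of 0.908 over 36 genes at E12.5. The r was 0.767 (rho 0.832) over 2258 genes at E14.5 and 0.929 (rho 0.948) over 5802 genes at E17.5. These correlations are across genes, which are not independent replicates, the genes were selected for a change in both sexes combined, and the female log2FC at E12.5 and E14.5 rest on 1 MIA sample each. Over all genes tested in each sex, r was 0.121 at E12.5 (16466 genes), 0.373 at E14.5 (16898 genes) and 0.602 at E17.5 (16116 genes). The direction was the same in males and females for 99.5% of the selected genes at E14.5 and 100% at E12.5 and E17.5. At E17.5, 618 of the 635 genes called in males were also called in females. Of the 12 genes that Figure 1—figure supplement 3c gives as examples of DE in females only, 11 were tested at E14.5. All 11 changed in the same direction in males and females, 9 passed in females and 0 in males, where 1 had an unadjusted p under 0.05. At E17.5, all 12 examples passed in females and 0 in males, 8 had an unadjusted p under 0.05 in males, and all 12 changed in the same direction. The paper chose these examples from these same samples by cut-offs met in females and not in males. The counts that pass in each sex are therefore no separate test. The sex by treatment term had an unadjusted p under 0.05 for 2 of the 11 genes at E14.5 and 3 of the 12 at E17.5. At each time-point 1 passed adjustment over this selected list.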

Samples from both male and female offspring were used for overall DE analysis models, with sex included as a covariate.

For the DE gene set passing the stringent FDR < 0.05 threshold, there were varying numbers of DE genes across time-points (Figure 1d). 

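At E12.5, 33 genes were higher and 3 lower in MIA (n = 7 and 7) at an FDR under 0.05, among 17220 tested, and 987 were higher and 1205 lower at unadjusted p under 0.05. With lane in the fit, 4 saline and all 7 MIA samples weigh in this contrast. The groups did not overlap for 171 (0.993%) of the genes tested, 31 of them among the 36, where chance gives 0.0583% of genes if samples are independent, which samples of a litter are not. The 5 with the smallest FDR and no overlap were Arrdc4, Pdk1, Kdm3a, Ciart and Ppp1r3g. Arrdc4 (chromosome 7, 75881931 to 75894127) fell by 1.64 on the log2 scale (SE 0.147, FDR 0.00479 from edgeR), from 33.9 ± 3.15 CPM in saline to 11.3 ± 1.77 CPM in MIA (SD, n = 7 each). Kdm3a (chromosome 6, 71538968 to 71582899) had a log2FC of 1.09 (SE 0.109, FDR 0.00544), Ciart a log2FC of 2.89 (SE 0.309) and Ppp1r3g of 2.11 (SE 0.232), the last pair with an FDR of 0.00715. The other 2 lower genes, Hspa8 with a log2FC of -1.05 (FDR 0.0220) and Slc13a4 with -2.40 (FDR 0.0373), were named after their values were seen. Of the other settings with every litter in the fit, DESeq2 moved the count of 36 most, to 235 higher and 145 lower. The 7 fits that each left out a litter called between 0 and 37 genes. The litters left out include saline litters without weight in the contrast, since all their samples lay in lanes without MIA samples. With counts summed per litter (4 saline and 3 MIA litters), 14 genes were higher and 1 lower. Here and below, fits of litter sums held neither sex nor lane. A call lost in them may come from this change of model as well as from the unit. Of the 5 genes with the smallest FDR, Arrdc4 then kept its call (FDR 0.00948). Pdk1 (FDR 0.225), Kdm3a (0.135), Ciart (0.0532) and Ppp1r3g (0.0919) no longer passed. At E14.5, 1091 genes were higher and 1196 lower (n = 13 and 13, 17808 tested), with 3145 and 2973 at unadjusted p under 0.05. The groups overlapped for every one of the 2287 genes called. With counts summed per litter (3 saline and 6 MIA litters), and so without sex and lane, no gene passed at E14.5 and 1391 had an unadjusted p under 0.05.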

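At E17.5, 2962 genes were higher and 2874 lower in MIA at an FDR under 0.05 (n = 6 and 6), of 16890 tested. With lane in the fit, 5 saline and all 6 MIA samples weigh in this contrast. The MIA and saline samples did not overlap for 3512 (20.8%) of the genes tested, 3400 of them among those called, where chance gives 0.216% of genes if samples are independent, and each group held 3 litters. Cdca3, Foxm1, Incenp, Ccna2 and Ckap2l shared the smallest FDR, 2.23e-06 in edgeR. Cdca3 (chromosome 6, 124779565 to 124783719) went from 72.4 ± 6.56 CPM in saline to 23.1 ± 3.47 CPM in MIA (SD, n = 6 each), a log2FC of -1.51 (SE 0.0838). The log2FC was -1.34 for Foxm1, whose locus overlaps another gene on the same strand, -1.24 for Incenp, -1.47 for Ccna2 and -1.26 for Ckap2l. Leaving out each litter in turn kept their log2FC between -1.59 and -1.16. With counts summed per litter (3 saline and 3 MIA litters), 1813 genes were higher and 1518 lower, and 3303 of these were among the genes called from single samples. The 6 fits that each left out a litter called between 2770 and 6587 genes.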

The strongest transcriptional signature was observed at E17.5 (2621 up and 3058 down), suggesting dramatic impact of MIA on cortical development at this time-point. 

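At P0, no gene of 17837 tested had an FDR under 0.05 (n = 10 saline and 12 MIA), and 1068 were higher and 519 lower in MIA at unadjusted p under 0.05. The higher genes made up 67.3% of these, with a 95% Wilson interval from 64.9% to 69.6% that covers counting error only and treats the genes as independent. Among settings with every litter, the share was highest, 80.3% of 300 genes, with counts summed per litter (4 saline and 7 MIA litters), and 64.4% with at least 10 counts required in every sample. The 11 fits that each left out a litter gave shares from 56.1% to 80.8%. No other setting tried called a gene at P0 with both sexes in the fit.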

P0 represented the subtlest transcriptomic signature, with no genes passing the stringent FDR < 0.05 threshold, and with the p < 0.05 DE genes showing a strong upregulation bias. We tested for overlap between DE RNA-seq genes and high confidence autism-associated genes in the Simons Foundation Autism Research Initiative (SFARI) gene database (Basu et al., 2009). The 82 mouse orthologs of SFARI ASD genes that were expressed at measurable levels were significantly enriched among E17.5 DE genes, with 25 upregulated and 19 downregulated DE genes at FDR < 0.05 (p=3.9e-04, hypergeometric test), and 28 upregulated and 28 downregulated DE genes at p < 0.05 (p = 2.8e-06, hypergeometric test) (Figure 1e, Supplementary files 16–17). This enrichment during peak transcriptomic dysregulation suggests involvement of ASD-relevant pathways in MIA etiology here and demonstrates general NDD relevance of our model. 

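Of the 89 mouse orthologs listed by the paper, 83 were among the 16890 genes tested at E17.5. At an FDR under 0.05, 26 were higher and 16 lower in MIA, where 28.7 of the 83 would be called if drawn at random from the genes tested (one-sided hypergeometric test, p = 0.00186). At unadjusted p under 0.05, 29 were higher and 22 lower, against 36.4 drawn at random (same test, p = 9.41e-04). Among 10000 random sets of 83 genes matched on mean expression in 20 bins, a share of 0.170 held at least as many genes called at the FDR threshold, and a share of 0.0944 at least as many at the unadjusted threshold. At E14.5, 8 orthologs were called, against 10.7 drawn at random (p = 0.852), and at E12.5 none was called.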

Detailed results of DE analysis are reported in Supplementary files 1–15 and can be visualized using our interactive online browser.

We next sought to capture MIA-induced gene regulatory changes at the systems and network level across embryonic cortex development using WGCNA (Langfelder and Horvath, 2008; Zhang and Horvath, 2005; Figure 2, Figure 2—figure supplement 1, Figure 2—figure supplement 2). In this approach, genes with correlated expression patterns are assigned into modules, enabling identification of gene sets with shared expression and function in neurodevelopment. WGCNA co-expression modules were arbitrarily named after colors, with Grey reserved for genes with no strongly correlated expression patterns (Figure 2a). Our initial analysis identified 10 modules (Figure 2—figure supplement 1a), of which correlated modules were combined to produce the final set of five modules and the unassigned Grey set. Modules were tested for association with sample age, MIA versus saline condition, and sex (Figure 2b). The modules captured dynamic trajectories of neurodevelopmental gene expression (Figure 2c). The Blue and Turquoise modules represented genes that increased or decreased in expression respectively, during neurodevelopment (Blue: p=9e-34; Turquoise: p=1e-29, Figure 2—figure supplement 1b). 

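Each module was scored in each sample as the mean z-score of log2 CPM over its genes in the part of Supplementary files 1–4 at hand, 279 genes for Blue and 591 for Turquoise. The Blue score fell with age in saline samples, from 1.04 ± 0.217 (SD, n = 7) at E12.5 to 0.454 ± 0.212 (n = 13) at E14.5, 0.14 ± 0.0859 (n = 6) at E17.5 and -0.927 ± 0.0521 (n = 10) at P0. The Turquoise score rose from -1.08 ± 0.394 at E12.5 to -0.376 ± 0.263 at E14.5, 0.0258 ± 0.107 at E17.5 and 0.862 ± 0.0700 at P0. The steps between time-points exceeded the SD within each of them.

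**Figure D1:**
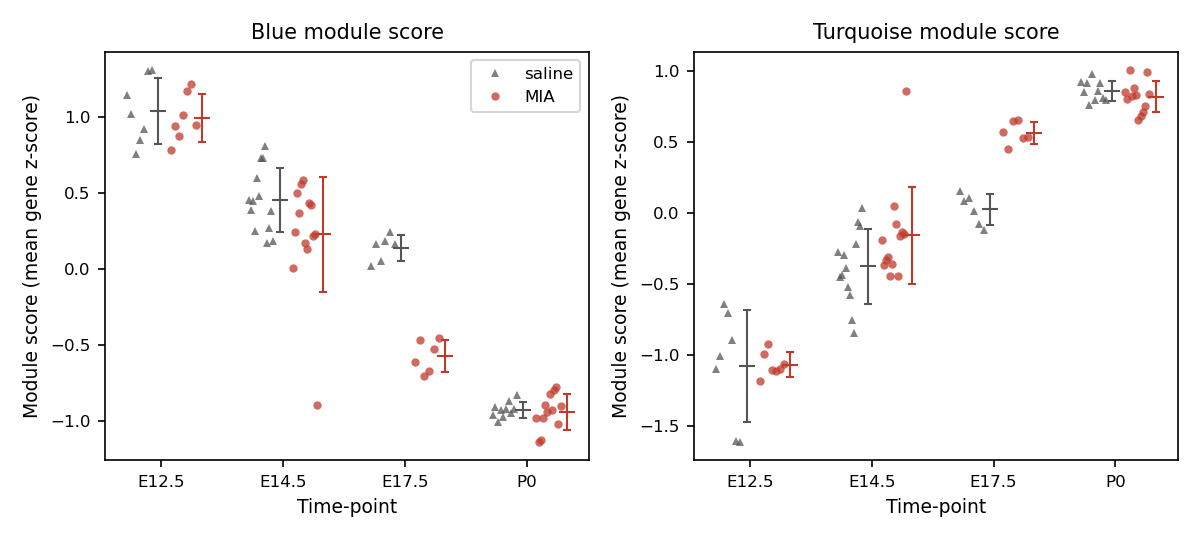
Blue and Turquoise module scores (mean gene z-score) of each saline (triangle) and MIA (circle) sample at each time-point, with the mean (dash) and SD (bar) of each group beside them. At E17.5, all 6 MIA samples lie below all 6 saline samples for Blue and above them for Turquoise.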

The other modules showed more complex patterns of expression. Each WGCNA module included DE genes, with differences in what time-point had the most extensive DE, indicating module-specific timing of perturbation associated with MIA (Figure 2—figure supplement 1c). 

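Over 6 modules and 4 time-points, the listed genes with an unadjusted p under 0.05 were counted and compared with all listed genes tested (one-sided hypergeometric tests). Of these 24 comparisons, 7 had a p under 0.05, and 6 of them passed Benjamini-Hochberg adjustment. At E14.5, 118 of 221 YeMaBl genes (105 higher and 13 lower, adjusted p = 6.35e-10) and 107 of 215 BrRePi genes (7 higher and 100 lower, adjusted p = 6.05e-07) were DE. At P0, 49 YeMaBl genes were DE, 48 of them higher in MIA (adjusted p = 2.10e-09). At E12.5, the share was largest for Turquoise, with 10 genes higher and 80 lower of 563 (p = 0.0381, adjusted p = 0.131). The tests treat genes as independent, although the genes of a module vary together.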

DE genes were enriched for module-specific GO terms, with GO enrichment findings similar using all module genes and using an alternative rank-based gene set enrichment that is not dependent on FDR or p-value (Mootha et al., 2003; Subramanian et al., 2005; Figure 2d, Supplementary file 18; Figure 2—figure supplement 2, Supplementary file 19).

**Figure 2.**
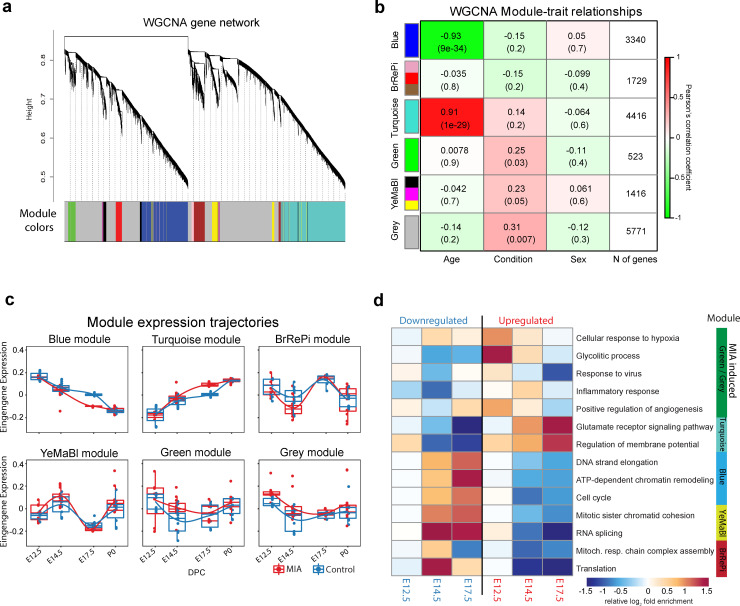
Weighted gene co-expression network analysis (WGCNA) reveals discrete gene networks perturbed by MIA across embryonic cortical neurodevelopment. (**a**) WGCNA cluster dendrogram of time series samples identifies genes that were assigned into co-expression modules. Based on similarities in module gene expression, six of the original 10 modules were grouped into two larger modules, BrRePi: Brown, Red and Pink; YeMaBl: Yellow, Magenta and Black. (**b**) Heatmap of correlation between gene expression modules and experimental traits; age, condition (saline vs poly(I:C)), and sex. Blue and Turquoise modules are strongly associated with age; Green and Grey modules are significantly associated with MIA condition. Numerical values represent signed Pearson’s correlation coefficients, with Student asymptotic p values in brackets. Green represents negative and red represents positive correlation. Color intensity signifies the strength of the correlation. (**c**) Module eigengene expression for MIA and control groups plotted by time-point illustrates expression trajectories across developmental stages, capturing module- and stage-specific differences between MIA and control groups. (**d**) Heatmap of enrichment of DE genes for representative gene ontology biological processes (GO BP) by developmental time-point shows stage- and module-specific transcriptional pathology. Y-axis rows show enrichment for GO BP terms among module-specific DE genes (FDR < 0.05). Heatmap color scale represents relative fold enrichment for the GO terms among DE genes. P0 not shown due to insufficient DE gene numbers and absence of GO BP terms passing enrichment criteria.

**Figure 2—figure supplement 1.**
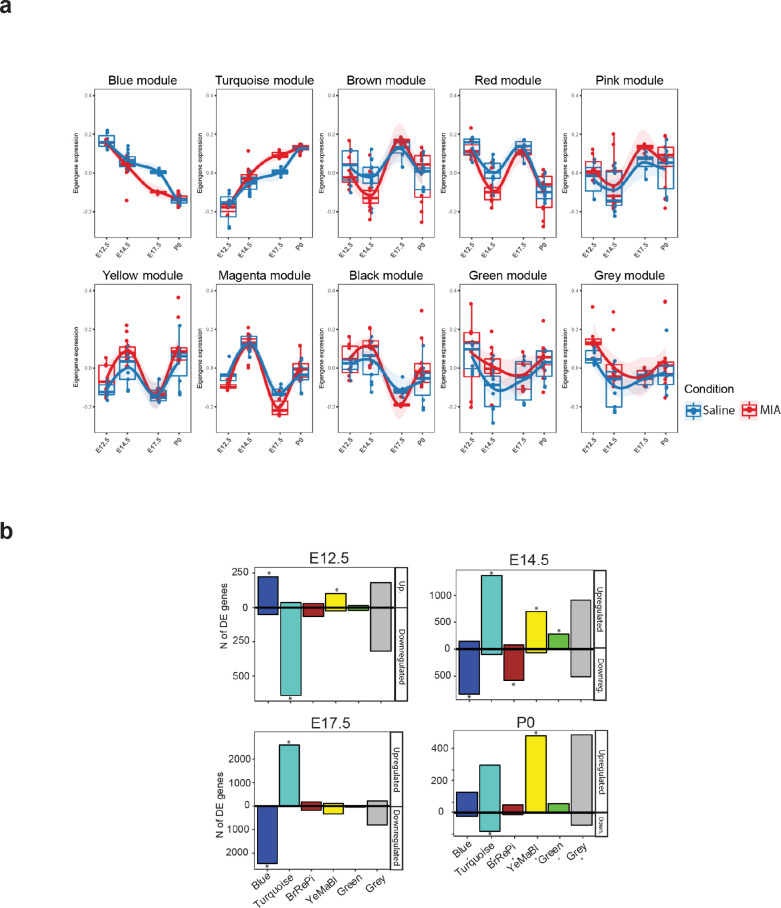
Summary of WGCNA module eigengene expression, association with experimental variables, and overlap with DE genes. (**a**) Eigengene trajectories across neurodevelopment of the ten original co-expression modules. (**b**) DE (p < 0.05) gene set enrichment analysis in WGCNA modules across the developmental time-points of the study. Values representing the number of upregulated and downregulated genes are plotted above and below 0, respectively. Asterisks indicate statistically significant enrichment of DE genes (p < 0.05) in a module (p < 0.05; hypergeometric test).

**Figure 2—figure supplement 2.**
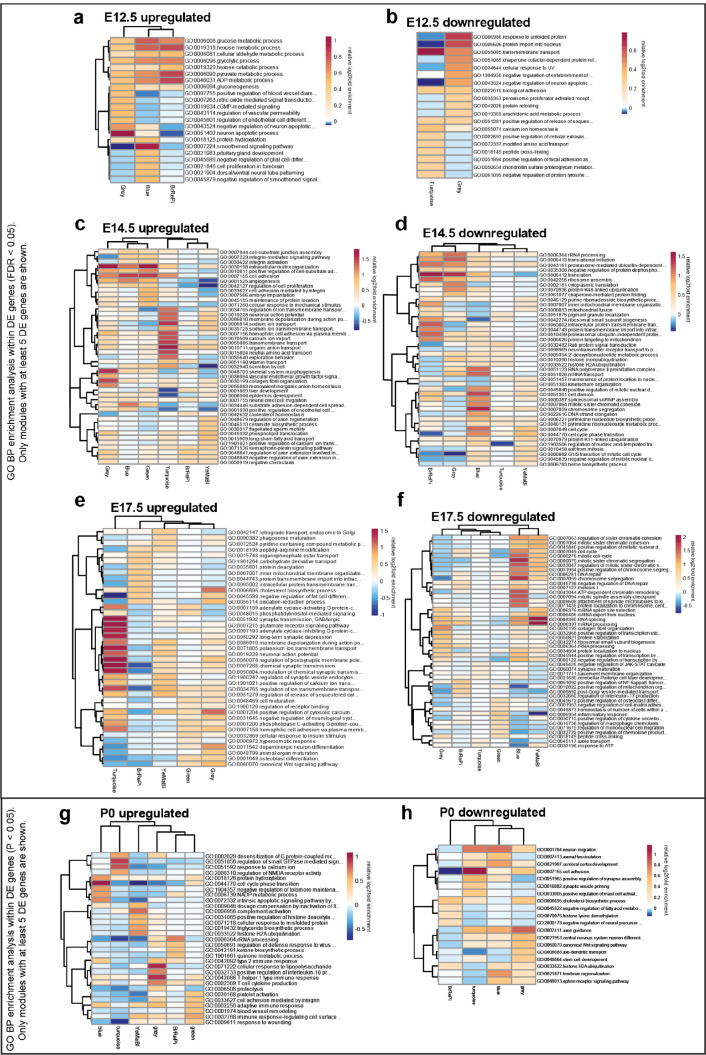
Stage-specific heatmaps of GO BP enrichment analysis of upregulated and downregulated differentially expressed genes in WGCNA modules. (**a**) E12.5 upregulated DE genes (FDR < 0.05). (**b**) E12.5 downregulated DE genes (FDR < 0.05). (**c**) E14.5 upregulated DE genes (FDR < 0.05). (**d**) E14.5 downregulated DE genes (FDR < 0.05). (**e**) E17.5 upregulated DE genes (FDR < 0.05). (**f**) E17.5 downregulated DE genes (FDR < 0.05). (**g**) P0 upregulated DE genes (FDR < 0.05). (**h**) P0 downregulated DE genes (FDR < 0.05). Only modules with more than five DE genes (FDR < 0.05) are shown in the heatmaps.

The WGCNA-resolved modules enabled mapping of DE signatures to neurodevelopmental processes that were acutely induced by MIA (Figure 3, Figure 3—figure supplement 1). There was significant association between genes in Grey (p = 0.007) and Green (p = 0.03) modules and MIA treatment, and marginal significance with MIA for the YeMaBl (p = 0.05) module (Figure 2—figure supplement 1b). 

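The first principal component of each module was correlated with condition (MIA or saline) over all 74 samples, with permutation tests of 100000 draws for the 6 modules. For Grey, Pearson's r was 0.292 (two-sided permutation p = 0.0117, adjusted p = 0.0704) and Spearman's rho 0.227 (permutation p = 0.0523). The r was 0.23 for Green (permutation p = 0.0485, adjusted p = 0.0969, rho 0.192, permutation p = 0.103) and 0.248 for YeMaBl (permutation p = 0.0340, adjusted p = 0.0969, rho 0.233, permutation p = 0.0475). None of the 6 passed adjustment. Without the 2 samples farthest from the median score, r was 0.248 for Grey (permutation p = 0.0354), 0.180 for Green (permutation p = 0.13) and 0.203 for YeMaBl (permutation p = 0.0875). Permuting condition within time-points instead gave p = 1.2e-04 for Blue (r = -0.169), 9.8e-04 for Grey, 0.00404 for YeMaBl, 0.00429 for Turquoise (r = 0.135), 0.0330 for Green and 0.0427 for BrRePi (r = -0.163), each under 0.05, so the call depends on how the time-points are treated. Over the means of the 33 litters, r was 0.253 for Grey (permutation p = 0.159), 0.276 for Green (permutation p = 0.121) and 0.348 for YeMaBl (permutation p = 0.0447).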

The acute, initiating signaling pathways, found 6 hr after poly(I:C) injection captured by the Green module and by a subset of genes within the Grey module, show a strong signature of upregulated DE genes from E12.5 to E14.5 (Figure 3a). 

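At E12.5 the Green module score, over 57 genes, was 0.331 ± 0.448 (SD, n = 7) in saline and 0.470 ± 1.14 (n = 7) in MIA, a difference within the spread of the MIA samples (two-sided exact permutation test, p = 0.770). The lowest MIA samples, with -1.18 and -0.950, also had 0.344 and 0.242 on a score of meninges and fibroblast genes. The E12.5 saline samples ranged from 4.29 to 5.97 on that score. The Green difference at E12.5 was not tested with that score taken out. Of the Green genes tested at E12.5, 3 were higher and 2 lower at unadjusted p under 0.05. At E14.5 the Green score was -0.595 ± 0.598 (SD, n = 13) in saline and 0.0448 ± 0.418 (n = 13) in MIA, higher than the saline median in 12 of 13 MIA samples (permutation test, p = 0.00465, adjusted p = 0.0248 over 16 module and time-point comparisons). Within lanes the mean difference at E14.5 was 0.632 (permutation test, p = 0.00307). At this time-point 28 Green genes were higher and 0 lower, where 33.4% of all listed genes were DE (hypergeometric test, p = 0.00938, adjusted p = 0.0375). The Grey score, over 729 genes, differed by 0.0566 at E12.5 (exact permutation test, p = 0.449) and by 0.0578 at E14.5 (permutation test, p = 0.0863). Within lanes the Grey differences were -0.0651 at E12.5 (exact permutation test, p = 0.0357) and 0.0468 at E14.5 (permutation test, p = 0.174). Over all samples, with the first principal component in place of the mean z-score, they were 0.330 (exact permutation test, p = 0.00641) and 0.239 (permutation test, p = 0.0482). Of the Grey genes, 48 were higher and 55 lower at E12.5 and 85 higher and 81 lower at E14.5, at unadjusted p under 0.05.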

Analysis of the GO BP enrichment of upregulated DE genes in these modules identified activation of immune-related pathways, including defense response to virus, as well as angiogenesis and Vascular Endothelial Growth Factor A (VEGFA) signaling (Figures 2c and 3b, Figure 2—figure supplement 2a,c). 

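Figure 3c draws 52 genes, all of which were tested here at E12.5 and all of which had an unadjusted p under 0.05. At an FDR under 0.05 over all 17220 genes tested, 22 were higher in MIA and 1 lower, and over the list alone all 52 passed. The list is the paper's own selection from these samples, so the second count does not show stability. The log2FC of the 52 genes ranged from -3.81 to 3.72 with a median of 1.03, and 36 were positive. With the likelihood ratio test, whose statistics Supplementary file 1 lists, 44 passed, and with DESeq2 49 passed. With each litter left out in turn, between 0 and 23 passed. Protein interactions were not analysed here.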

We tested for protein-protein association networks among the acute E12.5 DE (FDR < 0.05) genes using STRING (Szklarczyk et al., 2019), and found significantly more interactions than expected by chance (observed edges = 161, expected edges = 46, enrichment = 3.5, STRING p < 1.0e-16) (Figure 3c). This intersecting protein network was associated with metabolism, hypoxia, and stress (Figure 3b). The network includes a highly interacting core gene set with hub nodes, such as *Vegfa*, that have many spokes and may be signaling factors that direct the MIA response (Figure 3b,c). 

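Vegfa (chromosome 17, 46153942 to 46169326), which encodes vascular endothelial growth factor A, rose at E12.5 from 66.4 ± 11.7 CPM in saline to 265 ± 85.9 CPM in MIA (SD, n = 7 each), a log2FC of 1.87 (SE 0.256, FDR 0.0205 from edgeR), with every MIA sample above every saline sample. Pdk1 (chromosome 2, 71711281 to 71741915) rose from 43 ± 13.6 to 102 ± 19.8 CPM, with a log2FC of 1.49 (SE 0.141, FDR 0.00479). Ldha (chromosome 7, 54096845 to 54110997) rose from 439 ± 108 to 983 ± 157 CPM, a log2FC of 1.32 (SE 0.146, FDR 0.00715). Adm (chromosome 7, 117771175 to 117773331) had a log2FC of 2.43 (SE 0.402, FDR 0.0461). Flt1 (chromosome 5, 148373180 to 148537587), a receptor of vascular endothelial growth factors, had a log2FC of 0.88 (SE 0.228) that did not pass at E12.5 (FDR 0.232) and one of 0.40 (SE 0.137) at E14.5 (FDR 0.0513). With DESeq2 it passed at both time-points (FDR 0.0142 and 0.0272). At E14.5, Vegfa was 75.3 ± 23.7 CPM in saline and 105 ± 25.8 CPM in MIA (SD, n = 13 each), a log2FC of 0.57 (SE 0.132, FDR 0.0281), and with counts summed per litter its FDR was 0.575. Pdk1 and Ldha had log2FC of -0.01 (FDR 0.894) and -0.28 (FDR 0.0725) at E14.5, and Adm 0.16 (FDR 0.624). Over 7 alternatives with every litter in the fit, the E12.5 log2FC stayed between 1.87 and 2.00 for Vegfa. It stayed between 1.22 and 1.52 for Pdk1 and between 1.13 and 1.35 for Ldha. Their FDR went up to 0.0274 for Vegfa, 0.225 for Pdk1 and 0.197 for Ldha. With 1 litter left out at a time, the FDR reached 0.642 for Vegfa, 0.354 for Pdk1 and 0.414 for Ldha.

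**Figure D2:**
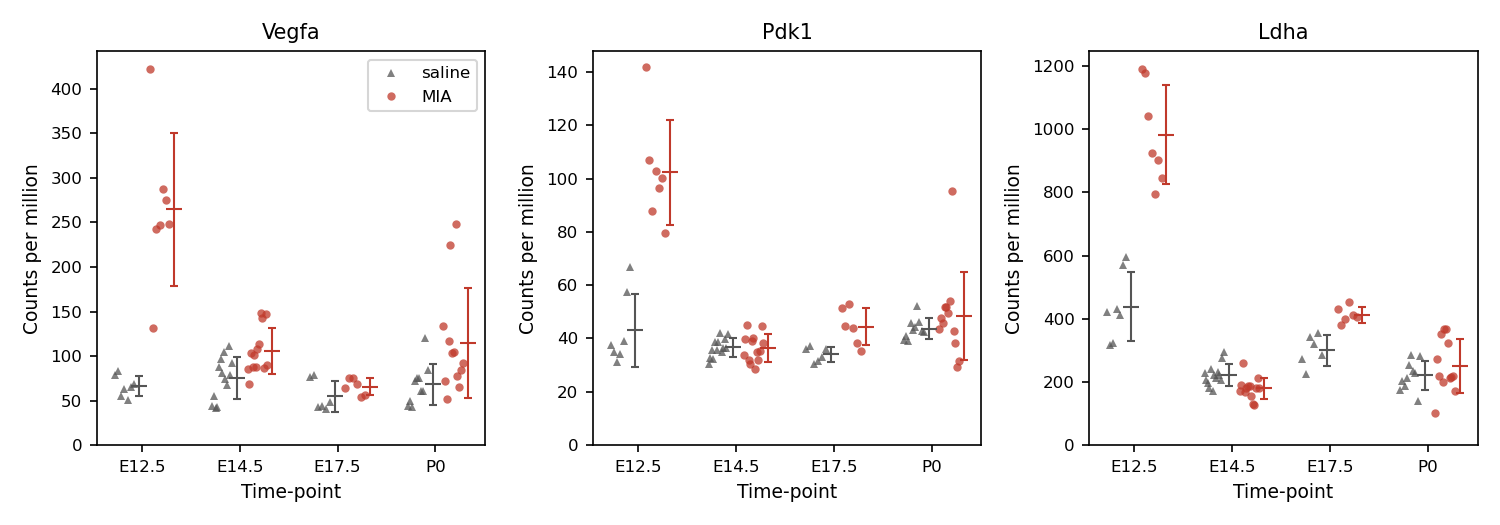
TMM-scaled CPM of Vegfa, Pdk1 and Ldha in each saline (triangle) and MIA (circle) sample at each time-point, with the mean (dash) and SD (bar) of each group. At E12.5, all 7 MIA samples lie above all 7 saline samples for each of the 3 genes.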

Developmental expression profiles for DE genes that were associated with this interaction network, are shown in Figure 3d, and stratified by sex in Figure 3—figure supplement 1a. These signatures capture a complex but coherent transcriptional response involving hypoxia, immune, metabolic, and angiogenesis pathways that are strongly and transiently induced in fetal brain within 6 hr following mid-gestational MIA.

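A score of 20 glycolysis and hypoxia genes, the mean of their log2 CPM, was 5.67 ± 0.169 (SD, n = 7) in E12.5 saline and 7.17 ± 0.303 (n = 7) in E12.5 MIA, and all 7 MIA samples lay above all saline samples (two-sided exact permutation test, p = 5.83e-04, adjusted p = 0.0280 over 48 comparisons of 12 gene lists at 4 time-points). It was the only one of the 48 to pass adjustment. Within the 2 lanes that held both treatments the mean difference was 1.56 (exact permutation test with 4 saline and 7 MIA samples, p = 0.00714), and over litter means it was 1.54 (exact permutation test, p = 0.0286, the smallest that 4 against 3 litters allow). At E14.5 the difference was -0.11 (permutation test, p = 0.135), at E17.5 0.08 (exact permutation test, p = 0.145) and at P0 0.20 (permutation test, p = 0.0889). A score of 15 interferon-response genes lay above every saline sample in 5 of 7 E12.5 MIA samples, with -0.379 and -0.743 in the others. Those others had 0.344 and 0.242 on a score of meninges and fibroblast genes, where E12.5 saline samples ranged from 4.29 to 5.97. Whether the amount of such tissue set their interferon scores was not tested. At E12.5 the interferon score differed by 0.50 (exact permutation test, p = 0.183, adjusted p = 0.488), less than the SD of the MIA samples (0.845). At E14.5 it was 0.40 higher in MIA, with 12 of 13 samples above the saline median (permutation test, p = 0.0270, adjusted p = 0.131), and 0.39 higher within lanes (permutation test, p = 0.0206).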

**Figure 3.**
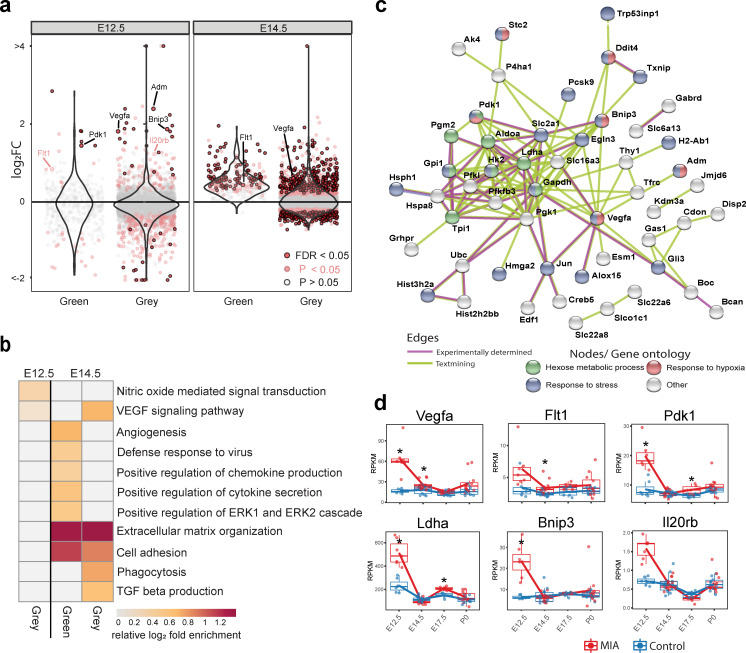
Green and Grey co-expression modules capture acute transcriptional response at 6 hr and 2 days following MIA exposure. (**a**) Violin plots visualize distribution of log_2_ fold changes of Green and Grey module gene expression between control and MIA animals. At E12.5, an initial set of genes in the Green and Grey modules are induced and DE in MIA samples. By E14.5, generalized module expression exhibits induction in the MIA samples, with particularly strong change for the Green module, where nearly all genes are upregulated. Genes with expression trajectories shown in (**d**) are labeled. (**b**) Gene set enrichment analysis of GO BP terms significantly enriched among DE genes (FDR < 0.05) at E12.5 and E14.5 in Green and Grey modules showing upregulation of angiogenesis and immune pathways. Representative enriched GO BP terms with p < 0.05 colored by enrichment; gray represents enrichment p > 0.05 (Fisher’s exact test). (**c**) STRING protein–protein interaction network of E12.5 DE genes (FDR < 0.05) colored by annotation to GO BP terms. There were significantly more interactions than expected by chance among these genes. (**d**) RPKM expression plots of genes that are associated with this network show acute DE at E12.5. Stars represent FDR < 0.05.

**Figure 3—figure supplement 1.**
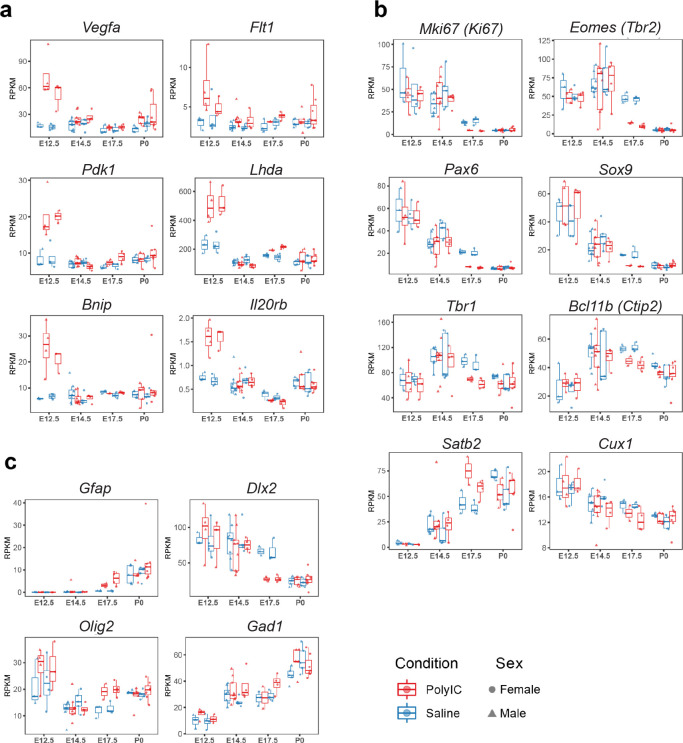
Sex-stratified RPKM gene trajectories of genes presented in the manuscript showing concordant effects between males and females. (**a**) Vegfa, Flt1, Pdk1, Ldha, Bnip3, Il20rb. (**b**) Mki67, Eomes, Pax6, Sox9, Tbr1, Bcl11b, Satb2, Cux1. (**c**) Gfap, Dlx2, Olig2, Gad1.

The most pervasive WGCNA-resolved DE signatures following MIA impacted a large proportion of genes in the Blue and Turquoise modules by E14.5 and peaked at E17.5 (Figure 1c). 

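At E14.5 the Blue score differed by -0.22 between MIA and saline (two-sided permutation test, n = 13 and 13, p = 0.0573, adjusted p = 0.153), a difference smaller than the SD of the MIA samples. The E14.5 Turquoise score was 0.22 higher (permutation test, p = 0.0716, adjusted p = 0.164). Part of both differences comes from 1 MIA sample, a male in lane 11 that was alone in its litter. It scored -0.893 for Blue and 0.860 for Turquoise, near the P0 saline means of -0.927 and 0.862. The tests were not repeated without it. With samples permuted within the 5 lanes, the mean E14.5 differences were -0.24 for Blue (permutation test, p = 0.0227) and 0.20 for Turquoise (permutation test, p = 0.0500). At E17.5 the MIA means were -0.574 ± 0.106 for Blue and 0.565 ± 0.0783 for Turquoise (SD, n = 6 each), with no overlap between MIA and saline samples (exact permutation tests, p = 0.00216 for each, adjusted p = 0.0173). Within the lane with 4 saline and 3 MIA samples the E17.5 differences were -0.72 for Blue and 0.59 for Turquoise (exact permutation tests, p = 0.0286, the smallest these numbers allow). Over litter means they were -0.71 and 0.54, where 3 against 3 litters cannot give an exact permutation p below 0.1. At P0 the differences were -0.02 and -0.04 (permutation tests, n = 10 and 12, p = 0.706 and 0.309). The listed Blue genes with an unadjusted p under 0.05 at E17.5 were 0 higher and 175 lower of 277 (hypergeometric test, adjusted p = 3.85e-17), and the Turquoise genes 350 higher and 1 lower of 583 (adjusted p = 3.55e-33). At E14.5 they were 12 higher and 86 lower of 279 for Blue, and 148 higher and 26 lower of 584 for Turquoise.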

GO terms related to proliferation and cell cycle were enriched in the Blue module among downregulated DE genes, and terms related to neuronal differentiation and synapses were enriched in the Turquoise module among upregulated DE genes (Figure 2c). Considering the changes in proliferative and lamination markers associated with Blue and Turquoise genes, we sought to validate such changes at the protein level in independent samples (Figure 4, Figure 4—figure supplement 1). Four out of five DE genes tested validated with concordant changes at the protein level as determined by western blot (WB) analysis at E17.5, showing either statistical significance or trends in the same direction as observed in our transcriptomic analysis (Figure 4a–b, Figure 4—figure supplement 1). The DE signatures associated with Blue and Turquoise modules were evidenced by separation between MIA and saline samples in PCA plots at E14.5 and E17.5, with E17.5 MIA samples clustered closer to the P0 samples than saline age-matched counterparts (Figure 1b). 

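On PC1 the E17.5 saline samples had a mean score of -1.84 ± 7.43 (SD, n = 6) and the E17.5 MIA samples -54.5 ± 5.28 (SD, n = 6), while the P0 saline samples had -80.1 ± 5.30 (SD, n = 10). The E17.5 MIA and saline samples did not overlap on PC1 (two-sided exact permutation test, p = 0.00216, adjusted p = 0.00866 over 8 comparisons). Each E17.5 MIA sample, between -61.0 and -48.9, lay between the lowest E17.5 saline sample (-11.7) and the highest P0 saline sample (-73.1). In the lane with 4 saline and 3 MIA samples, the PC1 means were 1.39 and -53.8 (exact permutation test, p = 0.0286, the smallest these numbers allow). The lane with 1 saline and 3 MIA samples had -11.7 and a mean of -55.2, where the exact permutation p cannot go below 0.25. At E14.5, PC1 differed by -17.8 between MIA and saline (permutation test, n = 13 and 13, p = 0.100), a difference smaller than the SD of either group. Part of it comes from 1 MIA sample with a score of -79.0, where the other E14.5 samples lay between -2.31 and 75.7.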

To test for MIA-associated perturbation to temporal full transcriptome expression patterns, we generated a linear regression model using RNA-seq data principal components 1–5 and RNA-seq covariates to model age in saline samples. We then used this model to predict age in MIA samples (Figure 4c). E17.5 MIA samples exhibited older predicted age values relative to E17.5 saline controls (p = 4.5e-06, T-test), and E14.5 MIA samples showed a similar trend (p = 0.07, T-test). These findings suggest that mid-gestational MIA at E12.5 perturbs the timing of major downstream neurodevelopmental processes at E14.5 and E17.5 in embryonic cerebral cortex.

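The regression was refitted on the 36 saline samples with principal components 1–5, sex and lane, taking P0 as 2 days after E17.5, as on the axis of Figure 4c. The paper's text does not name the covariates, and those of the DE models were used. Its mean absolute error was 0.394 days in the saline samples and 1.26 days when each saline litter was predicted from the others. At E17.5, the predicted age was 17.0 ± 0.197 days (SD, n = 6) in saline and 19.6 ± 0.522 days (SD, n = 6) in MIA, and every MIA sample was predicted older than every saline sample (difference 2.56 days, two-sided exact permutation test, p = 0.00216, adjusted p = 0.00866 over the 4 time-points). At E14.5 it was 14.5 ± 0.405 days in saline and 14.8 ± 1.56 days in MIA (SD, n = 13 each), a difference of 0.272 days that the spread of the MIA samples exceeded (permutation test, p = 0.630). One E14.5 MIA sample was predicted at 19.1 days, and without it the difference was -0.0903 days. At E12.5 the difference was 0.479 days (exact permutation test, n = 7 and 7, p = 0.291), and at P0 it was -0.223 days (permutation test, n = 10 and 12, p = 0.497). With components 1–10 in place of 1–5, the setting that moved the E17.5 difference most, it was 1.44 days (exact permutation test, p = 0.0216).

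**Figure D3:**
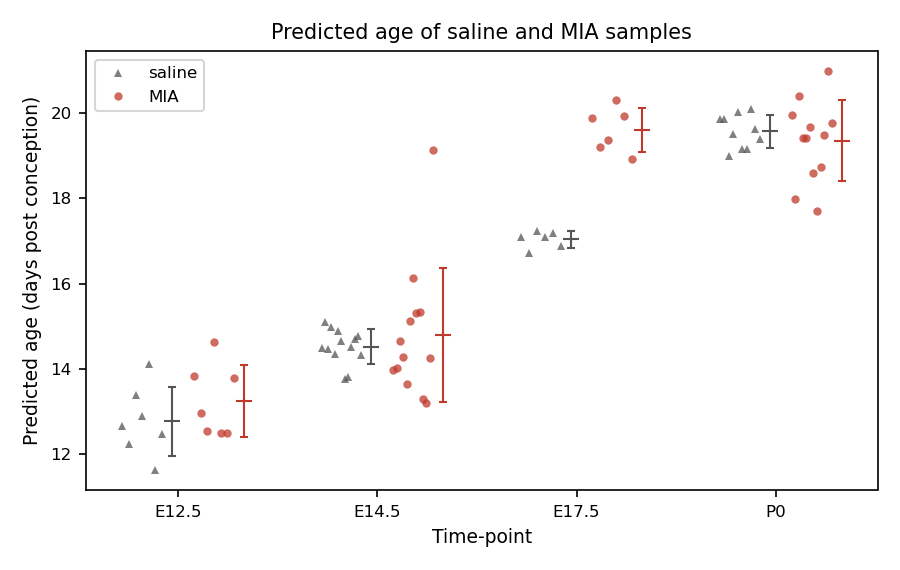
Predicted age (days post conception) of each saline (triangle) and MIA (circle) sample at each time-point, from the regression fitted on the saline samples, with the mean (dash) and SD (bar) of each group. The 6 E17.5 MIA samples lie between 18.9 and 20.3 days, above all E17.5 saline samples, and 1 of the E14.5 MIA samples lies at 19.1 days.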

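Within the E17.5 lane of 4 saline and 3 MIA samples the predicted ages averaged 17.1 and 19.7 days (two-sided exact permutation test, p = 0.0286, the smallest these numbers allow). With components 1–5 alone, which leaves lane and sex out of the regression, the E17.5 difference was 2.40 days (exact permutation test, p = 0.00216). Over litter means it was the same as over samples, and with 3 litters in each group the exact permutation p was 0.1, the smallest this design allows. The difference at E17.5 exceeded that at E14.5 by 2.29 days (permutation of the time-points within treatments, p = 0.00107, adjusted p = 0.00321 over 15 comparisons). From the older predicted ages, the paper proposes that MIA alters the timing of later steps of cortical development.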

**Figure 4.**
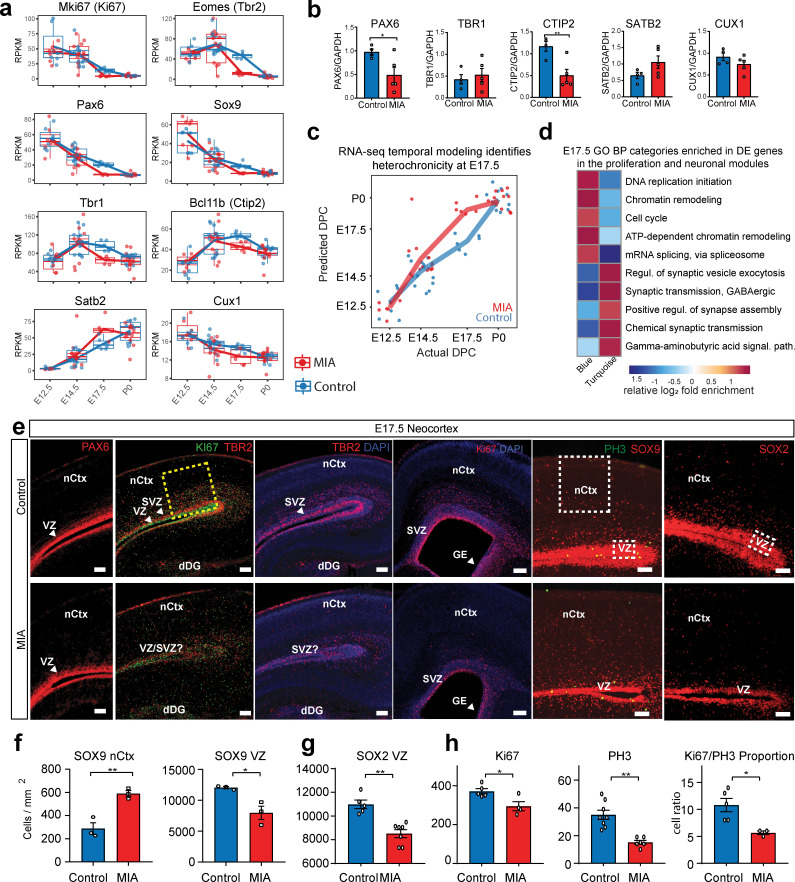
Altered cortical proliferation and lamination dynamics in fetal offspring five days after induction of MIA. (**a**) RPKM trajectories of proliferative and cortical lamination markers that were DE and validated at protein level. (**b**) Quantified protein levels from WB analysis validated DE changes at E17.5. Protein expression data are relative to GAPDH expression (n = 4 control, n = 5 MIA; PAX6 p=0.039, TBR1 p=0.615, CTIP2 p=0.0090, SATB2 p=0.1160, CUX1 p=0.2112; two tailed Student’s t-test). Individual blots are in supplementary data (Figure 4—figure supplement 1a–c,h–i). (**c**) Temporal modeling of the RNA-seq data suggests acceleration of the neurodevelopmental program in MIA animals at E17.5 (p =4.5e-06, Student’s t-test) and similar trend at E14.5 (p = 0.07, Student’s t-test). Actual age (X-axis) vs predicted age (Y-axis) calculated by the linear model. Control samples were used for training the model. Lines connect average values, points depict individual samples and are jittered along the X-axis. (**d**) GO BP categories highlighting module-specific enrichment of E17.5 DE genes in the proliferation (Blue) and neuronal (Turquoise) WGCNA modules. (**e**) Representative images of coronal brain sections from E17.5 saline and MIA animals show reduced progenitor populations (neural stem cells: PAX6, SOX9, SOX2, intermediate progenitors: TBR2, and general proliferative markers: Ki67, PH3) and reduced active proliferation (Ki67:PH3 ratio). Staining for all cell populations is qualitatively decreased in the cortices from MIA offspring. Yellow box indicates the region of the neocortex utilized for Ki67 and Ph3 cell counts, and white boxes indicate regions of the VZ and upper layers of the nCtx utilized for SOX9 and SOX2 cell counts reported in (f-h). Scale bars = 100 µm, (labels: nCtx: neocortex, VZ: ventricular zone, SVZ: sub-ventricular zone, dDG: developing dentate gyrus, GE: ganglionic eminence). (**f**) SOX9 positive cell density in the VZ as well as in the upper layers of the nCtx shows reduced and ectopic SOX9+ cells in the MIA group (n = 3 per condition, SOX9 VZ *p=0.0198, SOX9 nCtx **p=0.0058, two tailed Student’s t-test) (**g**) SOX2 positive cell density counts show a specific reduction in the VZ zone in the MIA group (n = 5 control group, n = 7 MIA group, SOX2 VZ **p=0.0006). (**h**) Ki67 and PH3 cell density quantification along the entire length of the VZ confirms this reduction in proliferative cells in MIA samples (Ki67 n = 5 control group, n = 4 MIA group, Ki67 *p=0.0198; PH3 n = 8 control group, n = 6 MIA group, PH3 **p=0.0003, two tailed Student’s t-test) as well as a reduction in the Ki67/PH3 ratio (n = 5 control group, n = 3 MIA group, *p=0.0005 Chi-Squared).

**Figure 4—figure supplement 1.**
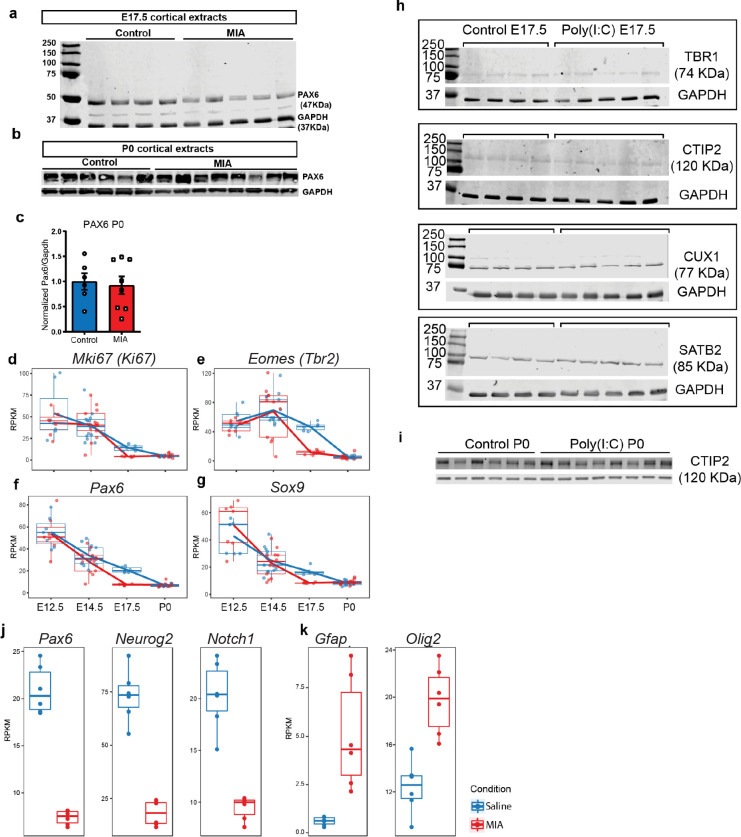
Raw western blot and RNA-seq supporting data to proliferation, lamination, and cell-specificity analyses. (**a**) Western blot demonstrates reduced PAX6 protein level in tissue extracts from poly(I:C) treated animals at E17.5, (**b**) but not at P0. (**c**) Quantified PAX6 protein levels from western blot analysis at P0 (n = 6 for each control and poly(I:C) groups; p=0.766, two tailed Student’s t-test). (**d–g**) RNA-seq RPKM expression trajectories throughout development of (**d**) Ki67, (**e**) Tbr2, (**f**) Pax6, and (**g**) Sox9. (**h**) Individual western blots detecting TBR1, CTIP2, SATB2 and CUX1 from whole forebrain extracts at E17.5 and (**i**) CTIP2 at P0. (**j**) E17.5 RNA-seq RPKM expression levels of Pax6, Neurog2, Notch1, and (**k**) Gfap and Olig2.

To characterize the neuroanatomical specificity of Blue and Turquoise dysregulation transcriptional signatures (Figure 4d), we performed a static immunofluorescent labeling comparison of late neurogenesis, cortical lamination and cell specification at E17.5 in an independent MIA cohort. E17.5 represents the end of the peak of neurogenesis during cortical development, before the neuronal-glial transition that occurs around E18.5. At this stage, it is expected that progenitor markers, such as PAX6, SOX9 and more specifically SOX2, will identify a small population of progenitors that are maintained and retain the ability to produce neurons, as well as subpopulations of proliferative cells commencing gliogenesis (Martynoga et al., 2012). PAX6+, SOX9+ and SOX2+ cell distribution patterns showed that progenitors localized correctly around the cortical ventricular zone in coronal brain sections; all analyzed cell populations were significantly reduced in MIA brains compared to controls (Figure 4e–f). The PAX6 finding in particular is consistent with our WB analysis at E17.5 (PAX6, p=0.039, two tailed Student’s t-test) (Figure 4b, Figure 4—figure supplement 1a), with protein levels that either resolved or were too subtle to be distinguishable by birth (p=0.766, two tailed Student’s t-test) (Figure 4a, Figure 4—figure supplement 1b–c,i). MIA brains showed a decrease in SOX9+ cells in the ventricular zone (VZ), which is expressed in progenitors (Scott et al., 2010). We also observed increased SOX9+ cells above the VZ in the neocortex, which can remain expressed in a subset of cells, including oligodendrocyte progenitors and maturing astrocytes (Klum et al., 2018; Sun et al., 2017) (SOX9 VZ, p=0.0198; nCtx, p=0.0058, two tailed Student’s t-test). Reduced expression of SOX2, a progenitor marker that is restricted to the VZ, was also observed in MIA brains (SOX2 VZ, p=0.0006 two tailed Student’s t-test) (Figure 4f). Overall, these data are consistent with the transcriptomic downregulation signature of proliferating cells in MIA brains.

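In the E17.5 RNA-seq samples, Mki67 (chromosome 7, 142881471 to 142908062), which encodes the proliferation marker KI67, fell from 147 ± 35.4 CPM in saline to 42.3 ± 6.63 CPM in MIA (SD, n = 6 each), a log2FC of -1.54 (SE 0.137, FDR 1.16e-05 from edgeR). A score of cell cycle genes, as mean log2 CPM, was 6.24 in E17.5 saline, 4.76 in E17.5 MIA and 4.14 in P0 saline samples. The E17.5 difference did not pass adjustment (two-sided exact permutation test, p = 0.00216, adjusted p = 0.0519 over 48 comparisons). At E14.5 the score was 0.54 lower in MIA, with 11 of 13 samples below the saline median (two-sided permutation test, p = 0.00971, adjusted p = 0.0932 over 48 comparisons). Part of this comes from the MIA male in lane 11 that was alone in its litter, which scored 4.12. Over litter means the E14.5 difference was -0.751 (exact permutation test, p = 0.286). At E14.5 and P0 the Mki67 log2FC was 0.02 (FDR 0.957) and 0.01 (FDR 0.987).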

To determine if the decrease in progenitor markers might coincide with decreased proliferation, we next labeled cells undergoing proliferation, using the marker KI67 (any stage of cell proliferation) and the Phospho Histone 3 (PH3) marker, which labels a subset of cycling cells in mitosis (M) phase (Hendzel et al., 1997; Walton et al., 2019). We also examined the post-mitotic intermediate progenitor marker TBR2. Analysis of KI67+ and PH3+ cells showed reduced numbers of labeled cells along with a qualitative reduction in numbers and ectopic positioning of postmitotic intermediate progenitor cells in the MIA group (TBR2+). Reduction in Ki67+ cells was observed in several regions of the developing cortex, including zones defined as S1 and S1DZ (Choi et al., 2016; Shin Yim et al., 2017), as well as the ganglionic eminences (Figure 4e). Quantification of Ki67+ cells and PH3+ cells in the neocortex confirmed the MIA-induced reduction in progenitor and mitotic populations at E17.5 (Ki67, p=0.0198; PH3, p=0.0003, two tailed Student’s t-test). The ratio of PH3+ (mitosis) cells to Ki67+ (all stages of cell division) cells was then used to determine whether cell cycle kinetics or the number of actively dividing cells in M phase was different in the MIA-exposed group. Ki67/PH3 ratios indicated a reduced proportion of progenitor cells in M phase in MIA brains at this specific time-point (p=0.0005 Chi-squared) (Figure 4f). These results provide evidence that the reduced proliferation signatures following MIA that were observed in the transcriptomic profiles are associated with changes at the protein level. Moreover, within the reduced progenitor cell populations at E17.5, the number of cells in the mitosis stage of the cell cycle are decreased to a greater extent.

MIA has been associated with altered cortical thickness and reported to cause cortical dysplasia in young adult MIA offspring (Smith et al., 2007; Soumiya et al., 2011; Tsukada et al., 2015), with stereotypic dysplasia impacting lamination localized to the somatosensory cortex reported in one MIA model (Choi et al., 2016; Shin Yim et al., 2017). A number of cortical layer markers were DE at E17.5 in RNA, with validated changes at the protein level (Figure 4a–b, Figure 3—figure supplement 1b). 

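At E17.5, Tbr1 (chromosome 2, 61640987 to 61652171) was 393 ± 49.6 CPM in saline and 265 ± 36.2 CPM in MIA (SD, n = 6 each), a log2FC of -0.47 (SE 0.0991, FDR 0.00322 from edgeR). Bcl11b (chromosome 12, 109148613 to 109241812), which encodes CTIP2, had a log2FC of -0.25 (SE 0.0753, FDR 0.0211). Cux1 did not pass, with a log2FC of -0.08 (SE 0.0575, FDR 0.306). With each litter left out in turn, FDR reached 0.0438 for Tbr1 and 0.112 for Bcl11b. With counts summed per litter the FDR of Bcl11b was 0.0810.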

To examine cortical lamination, distribution of cortical layer-specific markers was analyzed via IHC in the same samples as above (Figure 5, Figure 4—figure supplement figure 1 h-i).

**Figure 5.**
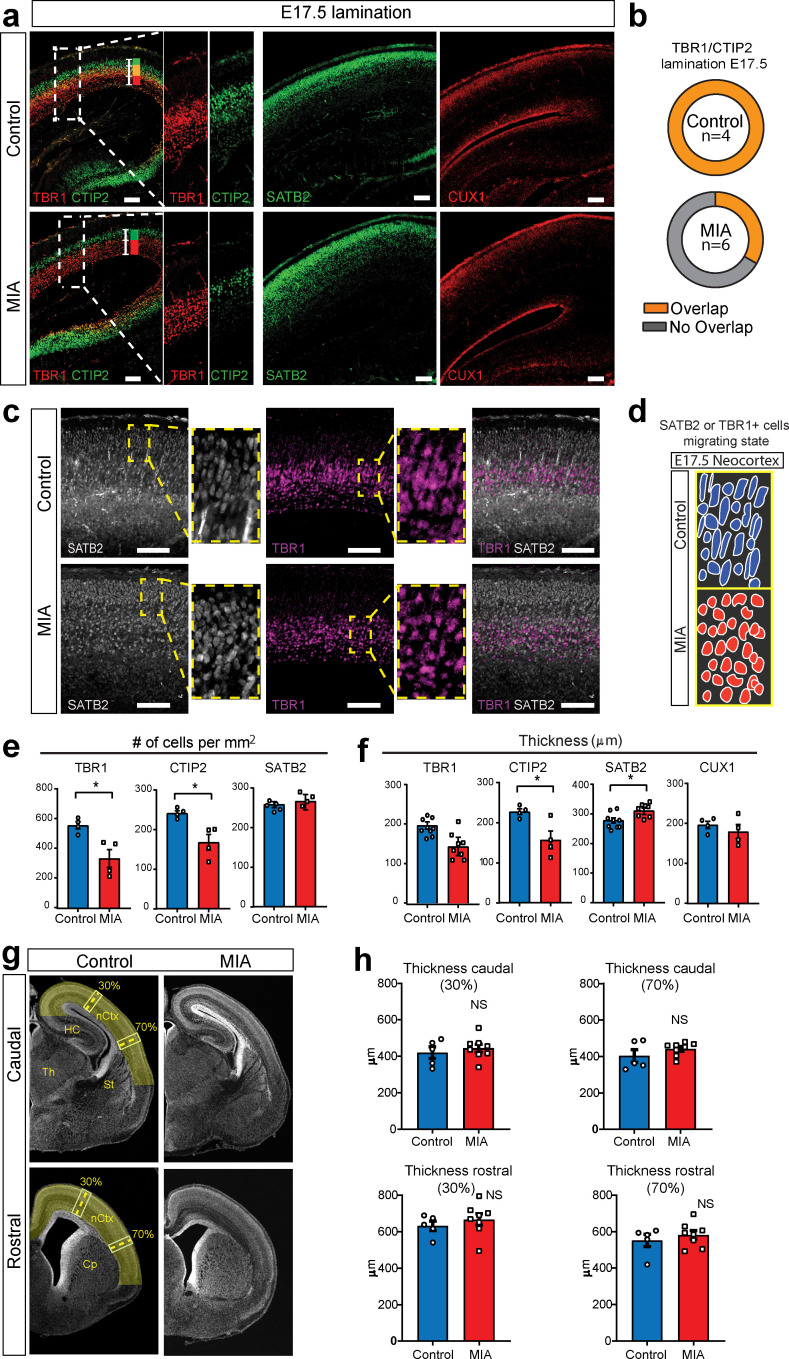
MIA impacts cortical lamination during development. (**a**) Coronal fetal brain sections from E17.5 saline (control) and MIA offspring show altered lamination pattern. Immunostaining using antibodies to identify deep cortical lamination layers using CTIP2 (green), and TBR1 (red) markers as well as markers of postmitotic neurons, SATB2 and CUX1, in more superficial cortical layers in brains derived from saline (control) or MIA injected dams. Representative images are shown. CTIP2/TBR1 overlap, represented by yellow color, was generally present in control brains, compared to fully laminated deep layers in MIA brains (no overlap illustrated by adjacent green and red rectangles). Boxes indicate magnified areas used for quantification and CTIP2/TBR1 overlap analyses. Scale bars = 100 µm. (**b**) TBR1/CTIP2 lamination overlap occurrence is present in all control brains but absent in the majority of MIA samples at E17.5. Brains from three MIA litters and two control litters were co-stained with TBR1 and CTIP2 cortical markers (as shown in a-b) and analyzed for lamination overlap occurrence (n = 4 control, n = 6 MIA). While all control brains showed lamination overlap between TBR1/CTIP2 layers, absence of TBR1/CTIP2 lamination overlap was observed in four out of six analyzed MIA brains. (**c**) Representative images of SATB2 and TBR1 staining at higher resolution show a change in cell morphology consistent with a difference in migration between MIA and control groups at E17.5. (**d**) Schematic representation illustrates the oval-radially migrating cell body shapes in control brains and the more rounded cell body shape in the MIA brains typical of static cells after migration. (**e**) MIA-induced reduction in TBR1+, CTIP2+, but not in SATB2+ cell counts (n = 4–5 brains per condition, TBR1 p=0.0138; CTIP2 p=0.0119; SATB2 p=0.306). (**f**) Significant decrease in CTIP2 and increase in SATB2 thickness indicates relative expansion of more superficial layers in MIA brains at E17.5 (Layer-specific thickness analysis: n = 4–8 per condition, TBR1 p=0.081; CTIP2 p=0.024; SATB2 p=0.039; CUX1 p=0.430, two tailed Student’s t-test). (**g**) Representative caudal and rostral coronal sections of E17.5 control and poly(I:C) brains stained with DAPI show no obvious cortical dysplasia or gross anatomy alterations. Yellow shading represents neocortical areas considered for thickness measurements. nCtx: neocortex, Th: thalamus, St: striatum, HC: hippocampus, Cp: caudate-putamen. (**h**) Quantification of cortical thickness measured at 30% and 70% distance from the dorsal midline and cortical hemispheric circumference indicates no differences in overall thickness of these neocortical regions (n = 5 control, n = 8 poly(I:C); caudal 30% p=0.5252; caudal 70% p=0.2481; rostral 30% p=0.4459; rostral 70% p=0.4583, two tailed Student’s t-test).

Examination of the distribution of the lamination markers TBR1 (layer 6), CTIP2 (layer five and a subset of cells in layer 6), SATB2 (layers 2–4, and a subset of cells in layer 5), and CUX1 (layers 2 and 3), revealed MIA-induced cortical layer-specific alterations in lamination, thickness, and cell density at E17.5 (Figure 5a–b,e–f). Overall, MIA brains appeared to be at a more mature stage of lamination at E17.5, showing a full separation of cortical deep layers more typical of later ages and in contrast to the partial layer overlap found in control offspring at E17.5 (Figure 5a–b). Similarly, SATB2 and TBR1 co-staining suggested differences in lamination and migration state between the two groups. Oval cell body shapes were observed, which resembled radially migrating cells (Cooper, 2013) were observed in both SATB2 and TBR1 cells in control tissue, whereas these cells showed a more rounded/post-migratory cell body shape in the MIA brains (Figure 5c–d). The number of TBR1+ and CTIP2+ cells, but not SATB2+ cells, were also significantly reduced in the neocortex from MIA offspring (TBR1+ cells, p=0.0138; CTIP2+ cells, p=0.0119; SATB2+ cells, p=0.306, two tailed Student t-test) (Figure 5e). The thickness of these layers and also a more external layer represented by CUX1, were measured by comparing the radial spread of stained cells within the neocortex. We found a significant reduction in CTIP2 layer thickness and a similar trend in TBR1 layer thickness in the MIA brains. In contrast, SATB2 showed an MIA-induced significant increase in layer thickness with no change in the more external layer represented by CUX1 (TBR1 thickness, p=0.081; CTIP2 thickness, 0.024; SATB2 thickness, p=0.039; CUX1, p=0.430, two tailed Student’s t-test). (Figure 5f). These findings are consistent with individual trajectories of DE genes and WB analyses (Figure 4a–b, Figure 4—figure supplement 1h). Finally, to assess cortical gross anatomy, we looked for MIA-associated dysplasic alterations across the brain (Choi et al., 2016) and measured the thickness of the developing somatosensory cortex at two anteroposterior regions at E17.5. In contrast to previous reports (Choi et al., 2016), we did not find obvious cortical dysplasia or gross alterations in brain anatomy in the analyzed rostral and caudal regions, including somatosensory cortex and S1DZ (Figure 5e–f).

To investigate other cell populations that may be impacted by MIA during development, we analyzed astrocytes, oligodendrocytes and GABAergic interneuron cell populations (Figure 6, Figure 4—figure supplement 1k). Concordant with RNA-seq results, the number of cells expressing GFAP, a protein found in radial glia and a subset of astrocytes (Eng et al., 2000), was increased in MIA offspring, mapping specifically to cells that seemed to emerge ventral from the neocortical VZ (Figure 6a–b,q, Figure 4—figure supplement 1k). 

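In the E17.5 RNA-seq samples, Gfap (chromosome 11, 102748650 to 102762226) was 2.52 ± 0.871 CPM in saline and 21.2 ± 11.6 CPM in MIA (SD, n = 6 each), a log2FC of 2.86 (SE 0.421, FDR 3.01e-04 from edgeR). All 6 MIA samples, from 9.24 to 38.2 CPM, lay above the saline samples, whose highest was 3.36 CPM, and P0 saline samples had 34.7 ± 14.0 CPM (SD, n = 10). A noncoding transcript on the opposite strand overlaps the gene in GENCODE M1.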

Since astrocytes also express SOX9 (Klum et al., 2018; Sun et al., 2017) and radial glia also express PAX6, which is decreased by MIA, this finding is consistent with the possibility that the increased SOX9+ cells in the dorsal regions of the neocortex, described earlier, may be indicative of early differentiated astrocytes (Figure 4f). OLIG2, which is expressed in oligodendrocyte progenitors and mature cells as well as transiently in astrocyte progenitors (Dimou et al., 2008), was also upregulated at E17.5 in the MIA group. 

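Olig2 (chromosome 16, 91225795 to 91228922) rose at E17.5 from 31.2 ± 5.14 to 49.3 ± 6.02 CPM (SD, n = 6 each), a log2FC of 0.65 (SE 0.0985, FDR 3.72e-04 from edgeR), with no overlap between MIA and saline samples. Its level in P0 saline samples was 45.9 ± 3.43 CPM (SD, n = 10). Pdgfra (chromosome 5, 75548316 to 75594229), which marks oligodendrocyte progenitors, had a log2FC of 0.59 (SE 0.212, FDR 0.0475). That FDR lay between 0.0194 and 0.108 over 7 alternatives with every litter in the fit.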

OLIG2+ cells were increased in MIA brains compared to controls (n = 3 per group, p=0.0134, Student’s t-test) (Figure 6c–d,k, Figure 4—figure supplement 1k). PDGFRα, a marker of early developing oligodendrocytes, was also increased in MIA brains compared to controls (n = 7 per group, zone 1 p<0.0001, zone 2 p=0.0063, zone 3 p=0.0125, Student’s t-test) (Figure 6e–f,l). Thus, these experiments provide evidence that MIA leads to increased numbers of additional cell types (putative astrocytes and oligodendrocytes) that are typically born at later ages during corticogenesis, reinforcing findings of accelerated cell development that is supported by an increased representation of later-born cell types at E17.5 in brains exposed to MIA.

**Figure 6.**
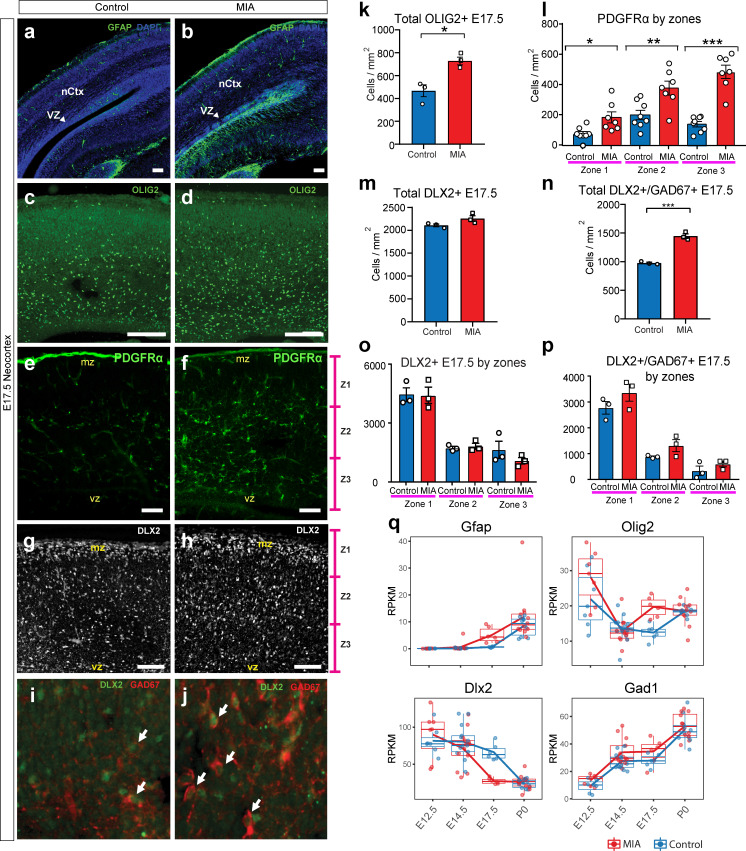
MIA alters development of neuronal and glial cell types in fetal offspring at E17.5. (**a–j**) Coronal fetal brain sections from three independent E17.5 saline litters (n = 4 control) and four independent MIA litters (n = 6 MIA) were immunostained for cell-type markers. (**a,b**) Altered distribution and numbers of GFAP+ cells (radial glia and astrocytes) in MIA samples. (**c-j**) Reduced sub-population of interneurons and oligodendrocytes using OLIG2, PDGFRα, DLX2, and GAD67. (**k-p**) Quantification of the cell density in (**c-j**). Overall MIA-associated increase in OLIG2+ cells (**k**), with further specific increased PDGFRα+ cells representing oligodendrocytes (**l**), and no change in overall DLX2+ interneurons (**m,o**), but increased overall number of DLX2+/GAD67+ interneurons (**n,p**) are observed in MIA neocortex. Student’s t-test: OLIG2 p=0.0134; DLX2+/GAD67+ cells p=0.0004. Bin quantification analyses of PDGFRα+, DLX2+, and GAD67+ immunoreactive cells in zones 1–3 (Z1 to Z3) indicate that changes are not restricted to a particular zones of the neocortex. Arrows denote co-labeled cells. Scale bars in (a-h) = 100 µm and in (i-j) = 30 µm. Abbreviations: neocortex (nCtx); marginal zone (mz); ventricular zone (VZ). (**q**) RPKM trajectories of the cell identity markers tested in (**a-k**) across the developmental time-points of the study show parallel differences in mRNA expression of cell-type markers following MIA induction. *Gfap* and *Olig2* mRNA was significantly upregulated in MIA samples at E17.5. *Dlx2* was significantly downregulated at E17.5, with no significant changes observed for *Gad1* (encodes GAD67) or for *Pdgfra* (not shown).

Finally, we examined DLX2 and GAD67, markers of committed and maturing cortical interneurons. 

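Dlx2 (chromosome 2, 71381466 to 71384811), a transcription factor gene of interneuron progenitors, was 170 ± 27.6 CPM in E17.5 saline and 69.9 ± 11.5 CPM in E17.5 MIA RNA-seq samples (SD, n = 6 each), a log2FC of -1.09 (SE 0.104, FDR 1.66e-05 from edgeR). Gad1 (chromosome 2, 70391129 to 70440071) was 92.8 ± 13.7 and 114 ± 30.0 CPM, a log2FC of 0.32 (SE 0.191) that did not pass (FDR 0.221).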

Although *Dlx2* expression was downregulated in the MIA group from bulk tissue dissections at E17.5, the number of cells positive for DLX2 protein in the neocortex were comparable when assessed via IHC in the MIA and control groups (n = 3 per group, total DLX2 p=0.5494; by zones DLX2, zone 1 P=0.9848, zone 2 P=0.6903, zone 3 P=0.2714, Student’s t-test) (Figure 6g–h and m,o). In contrast, GAD protein in this DLX2+ subpopulation, assessed by the pan-GABAergic marker GAD67+, was increased across the neocortex of MIA brains, and was not restricted to any specific zones of the neocortex (n = 3 per group, total DLX2+/GAD67 p=0.0004; by zones DLX2+/GAD67, zone 1 P=0.2277, zone 2 P=0.1352, zone 3 P=0.2862, Student’s t-test) (Figure 6i–j and n,p). Since GAD67 expression increases in developing cortical interneurons, the decrease in *Dlx2* transcript expression but no difference in cells expressing DLX2 protein could indicate increased interneuron maturation but no change in interneuron numbers at this age. While neuroanatomical characterization here was limited to E17.5 and interrogated a subset of genes and processes of interest, our IHC findings correlate with transcriptional profiles, providing validation of MIA-associated DE in developing cortex.

## Discussion

Studies leveraging MIA models in mice have demonstrated the role of maternal immune signaling as a risk factor for cellular, anatomical, and behavioral outcomes in offspring. Nonetheless, a systems-level perspective of the early neurodevelopmental trajectory of pathology associated with MIA has been lacking. Our results offer a time course resolved map of molecular targets aberrantly transcribed in developing cerebral cortex following MIA. MIA-associated transcriptional signatures were robust, changed greatly across the surveyed time- points, and revealed novel pathways and processes involved in pathology. Among MIA-associated DE up-regulated and down-regulated genes, there was strong enrichment for ASD-relevant loci, indicating the general translational relevance of our MIA model to ASD. Both male and female samples were examined, and we did not find evidence for strong sex-specific DE signatures or impacts on neuroanatomy. Elucidating the trajectory of transcriptional changes across embryonic cortical development following mid-gestational MIA represents a valuable step toward understanding the progression of MIA-induced pathology in the developing brain of offspring.

Our results suggest two waves of transcriptional pathology following MIA. First, we found initial induction of immune, metabolic, and angiogenesis gene expression modules specific to MIA exposure and largely restricted to the days following MIA. There is overlap in the acute induction signatures identified here and acute changes reported in other mid-gestational MIA models, including those using a range of injection gestational ages and rat models of LPS (Carpentier et al., 2013; Meyer, 2014; Meyer et al., 2006a; O'Loughlin et al., 2017; Richetto et al., 2014; Smith et al., 2007; Wu et al., 2017). Previous studies linked maternal immune challenge, prenatal brain hypoxia, and impacts on proliferation (Stolp et al., 2011), neurogenesis, and cortical lamination (Carpentier et al., 2013). Thus, it is possible that the acute signatures identified here and mapped to the Green and YeMaBl modules as well as a subset of genes in the unassigned Grey module, capture a generalized response in fetal brain across mid-gestational MIA models. Notably, induction of hypoxia, cellular metabolism and neuroimmune transcriptional signatures, particularly captured here by the Green module, persist at reduced levels at least through P0, and may indicate lasting perturbation to these pathways. 

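At P0 the Green score was 0.151 ± 0.513 (SD, n = 10) in saline and 0.3 ± 0.479 (SD, n = 12) in MIA, a difference smaller than the SD of either group (two-sided permutation test, p = 0.491). At E17.5 it was -0.358 ± 0.683 and -0.238 ± 0.517 (SD, n = 6 each, exact permutation test, p = 0.701). Of the 57 Green genes, 8 were higher and 0 lower at P0 at unadjusted p under 0.05 (one-sided hypergeometric test against all listed genes, p = 0.146), and 6 were higher and 7 lower of 56 tested at E17.5.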

Significant association of the Grey unassigned module with the MIA phenotype was driven by a subset of genes that showed strong acute induction at E12.5 and E14.5. By altering WGCNA parameters, we could assign the Grey module genes to co-expression modules but those alterations increased splitting, resulting in a high number of modules and reduced module coherence without clarifying additional MIA-specific modules made up by the relevant Grey module MIA-associated genes. Thus, we opted for reduced splitting to capture major co-expression trends.

Identifying the early biological processes triggered by MIA are of critical interest for understanding how MIA initiates pathology. Our analysis identified potential drivers of these induced signaling pathways, including targets of substantial interest such as *Vegfa,* that link hypoxia, neurogenesis and cortical angiogenesis (Argaw et al., 2012; Takahashi and Shibuya, 2005). *Vegfa* was upregulated in MIA-exposed animal at all time-points and was among the strongest DE genes at E12.5 and P0. 

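The Vegfa log2FC was 0.28 (SE 0.116, FDR 0.0774 from edgeR) at E17.5, where the saline samples lay between 40.4 and 78.7 CPM (mean 55) and the MIA samples between 53.9 and 75.6 CPM (mean 65.6, n = 6 each). At P0 it was 0.72 (SE 0.215), from 68.4 ± 23.2 CPM (SD, n = 10) to 115 ± 61.3 CPM (SD, n = 12), with an unadjusted p of 0.00318 and an FDR of 0.557, the smallest FDR at P0 and shared with other genes. Of the 12 P0 MIA samples, 3 lay above every saline sample.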

*Vegfa* is critical for cortical development promoting neurogenesis and neurite outgrowth, as well as angiogenesis (Bayless et al., 2016; Mackenzie and Ruhrberg, 2012; Rosenstein et al., 2010). Upregulation of *Vegfa* is found in several NDDs and psychiatric disorders, including SZ and depression, and was also reported in a different MIA mouse model (Arrode-Brusés and Brusés, 2012; Hohman et al., 2015; Iga et al., 2007; Isung et al., 2012; Kahl et al., 2009; Lee and Kim, 2012; Lizano et al., 2018; Xie et al., 2017). Induction of angiogenesis in the developing cortex also independently causes a transition from proliferative state to neuronal maturation (Bayless et al., 2016; Javaherian and Kriegstein, 2009; Tan et al., 2016). 

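Pdk1, Ldha, Bnip3 and Il20rb belong to the genes measured by RNA-seq 6 hr after the injection. Bnip3 (chromosome 7, 146082519 to 146101202) rose at E12.5 from 10.9 ± 1.43 CPM in saline to 41 ± 12.8 CPM in MIA (SD, n = 7 each), a log2FC of 1.92 (SE 0.272, FDR 0.0213 from edgeR). With 1 litter left out at a time, the FDR of Bnip3 reached 0.593. Il20rb (chromosome 9, 100358138 to 100387207) rose from 1.72 ± 0.277 to 3.93 ± 0.768 CPM, a log2FC of 1.25 (SE 0.229) with an FDR of 0.0905, and every MIA sample lay above every saline sample. The FDR of Il20rb was under 0.05 with the likelihood ratio test, DESeq2, no lane covariate or at least 10 counts in every sample, with 2.74e-05 from DESeq2 the lowest, and it was 0.299 with counts summed per litter. At E14.5 their log2FC were -0.29 (FDR 0.0859) and 0.07 (FDR 0.800). At E17.5, Pdk1 had a log2FC of 0.27 (FDR 0.0263) and Ldha of 0.43 (FDR 0.00151).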

Other genes of interest include *Pdk1* (pyruvate dehydrogenase kinase 1), which regulates glucose metabolism (Newington et al., 2012), *Ldha* (lactate dehydrogenase A), which facilitates glycolysis and participates in brain angiogenesis (Lin et al., 2018), *Bnip3* (BCL2 interacting protein 3), which is involved in cell death and mitochondrial autophagy (Liu and Frazier, 2015), and *Il20rb* (interleukin 20 receptor subunit beta), a receptor subunit for pro-inflammatory interleukins IL-19, IL-20 and IL-24 (Akdis et al., 2016). The early perturbed pathways observable within hours of MIA induction may be critical initiating steps leading to the altered general timing of fetal brain development described here. Our findings expand understanding of the molecular basis of these MIA-induced initial perturbations and reveal potentially key drivers of these changes.

The second component of the neurodevelopmental MIA signature defined here was perturbation to normal patterns of both proliferative and maturational neurodevelopmental modules that manifest several days after MIA induction. Initially, at six hours after MIA, there is a shift in expression of differentiation and neuronal maturation processes (e.g. synaptogenesis) to increased proliferative processes (e.g. positive regulation of cell cycle). This pattern parallels results described for the acute MIA response from other mouse and rat MIA models, where similar pathways were down- or up-regulated in fetal brain in the hours following MIA (Money et al., 2018; Oskvig et al., 2012). At this developmental stage, our data suggest that MIA induces an acute expenditure of the neocortical, and potentially other, progenitor pools, which in turn leads to an expedited maturation of cells that would normally be generated later during development. 

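In the E17.5 RNA-seq samples, Pax6 (chromosome 2, 105509053 to 105543317), a marker of radial glia, fell from 79.8 ± 10.7 CPM in saline to 28.1 ± 3.66 CPM in MIA (SD, n = 6 each), a log2FC of -1.34 (SE 0.0834, FDR 2.49e-06 from edgeR). Eomes (chromosome 9, 118387330 to 118395250), which encodes the intermediate progenitor marker TBR2, fell from 179 ± 24.7 to 44.1 ± 13.4 CPM, a log2FC of -1.86 (SE 0.177, FDR 1.68e-05). Neurog2 had a log2FC of -1.79 (FDR 1.62e-05), Notch1 of -0.94 (FDR 3.25e-05), Sox2 of -0.84 (FDR 2.31e-05) and Sox9 of -0.83 (FDR 3.40e-06). For all 6 genes every MIA sample lay below every saline sample. The locus of Pax6 overlaps Elp4 and Pax6os1 on the opposite strand, and that of Sox2 overlaps Sox2ot on the same strand. In P0 saline samples Pax6 was 25.8 ± 4.19 CPM and Eomes 20.8 ± 6.17 CPM (SD, n = 10), and at P0 the log2FC between MIA and saline were 0.05 (FDR 0.892) and -0.18 (FDR 0.816).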

Specifically, by E17.5, multiple progenitor and cell cycle markers were significantly decreased in the MIA brains while concordantly, we observed an increase in maturational markers and laminar position that resembled a more developed cortex. Finally, astrocytes, oligodendrocytes, GABAergic interneurons and radially migrating excitatory neuron precursors were effected, suggesting an unbiased impact on progenitors of multiple brain cell types. Although these findings are indicative of overall decreased neurogenesis by E17.5, specific birth-dating and time-course experiments are needed to test whether progenitor cells exit the cell cycle differently and if overall neurogenesis is perturbed beyond the E17.5 time-point reported here. Nonetheless, our time course RNA-seq design revealed that the transcriptional changes following MIA can be separated into discrete biological and temporal expression modules that support altered proliferation and maturation of cell types following MIA.

Our findings of disrupted cortical lamination following the acute MIA signature are consistent with, but not identical to previous studies showing cortical dysplasia associated with MIA-induced aberrant behavior in offspring (Choi et al., 2016; Shin Yim et al., 2017). In those studies, dysplasia resolved at later postnatal stages but defects in lamination persisted into adulthood. Although we did not find evidence of aberrant cortical patches in the somatosensory cortex, secondary motor cortex or S1 and S1DZ, as previously reported, our results do show altered cortical lamination at E17.5. Our findings suggest that perturbation to neuronal migration, potentially due to differences in an early exit of pyramidal neuron precursors from the cell cycle that led to cells further along in their radial migration/lamination, developmental progression, at least in part contribute to MIA-associated lamination differences identified at E17.5 here. Thus, results from multiple studies using MIA models to date are consistent in showing a detrimental impact of MIA on cortical patterning; however, we also acknowledge that our and other studies may have differential variables, including onset of MIA, dose, mouse background, and endpoint measurements, which will be important factors to assess in future studies. Finally, bulk tissue RNA-seq is limited in cell type-specific resolution and signatures could additionally be in part driven by cortex-adjacent structures, such as primordial hippocampus, that may have also been captured at the youngest age. Future work using single-cell approaches is needed to resolve the impacted cell types and compare transcriptional pathology following MIA.

While significantly subtler in overall effects compared to earlier time-points, we also see evidence for altered neuronal transcription and lasting immune activation at P0. By P0, these signatures were reduced, which suggests a transient or attenuating effect on cortical patterning. It is also possible that biological variability in neonatal mice or technical variability impacted detection of gene expression changes in these P0 samples. Nonetheless, the subtle changes in gene expression at P0 are consistent with deficits in synapse formation that require changes in expression of immune molecules in neurons from newborn MIA offspring (Elmer et al., 2013).

Consistent with links between NDDs and developmental timing, atypical neurodevelopmental gene expression networks have been reported in a cortical neurodevelopmental model using autism-patient-derived induced pluripotent stem cells (Bayless et al., 2016; Schafer et al., 2019). The majority of the ASD-relevant genes that were DE following MIA (Figure 1e) were associated with perturbation to the modules associated with neurodevelopmental processes. These ASD-relevant genes map to functional and biological pathways generally associated with ASD and NDDs, including gene regulation, neurogenesis, and synapse development, structure, and function. The broad pathway overlap and presence of up- and down-regulation among DE ASD-relevant genes supports their generalized relevance. These overlapping genes represent targets of interest for future studies investigating parallel mechanisms between genetic and MIA-associated NDD risk. Our findings suggest some aspects of the transition from neurogenesis to astrogenesis appear to occur at an earlier stage following MIA based on similar signatures of SOX9+ and GFAP+ cells reported in literature (Bansod et al., 2017), and increased OLIG2+ cells and more mature GAD67+ DLX2+ interneurons in the cortex following MIA. These findings are additionally consistent with recent reports using poly(I:C) MIA models that identified perturbed GABAergic interneuron development (Thion et al., 2019), and maturation of GAD+ neuroblast after birth (Vasistha et al., 2020). Future work is needed to determine if and how MIA-associated dynamic transcriptional changes manifest postnatally and whether perturbation to embryonic development impacts cortical cytoarchitecture and function at later postnatal stages.

Altogether, our analyses indicate that MIA drives acute and lasting transcriptional changes that impact specific cell populations during forebrain development, disrupting normal developmental timing and causing increased numbers of astrocytes, oligodendrocytes, and altered molecular properties of GABAergic interneurons. The timing of MIA during gestation is known to cause a range of phenotypes in offspring, and thus the findings here regarding mid-gestational MIA at E12.5 may not generalize to other models with different timing of MIA induction, especially for later gestational MIA after neurogenesis is largely complete. Further, the strong embryonic signatures we observe were generally consistent across sexes, raising the question of whether secondary insults or sex-specific protective effects contribute to some reports of sex differences in pathology following MIA (Haida et al., 2019; Naviaux et al., 2013; Smith et al., 2007). Nonetheless, the overlapping results between our study and published single time-point studies of the acute MIA fetal brain transcriptional response suggest some consistency across bacterial and viral mimics, and rat and mouse models. Our study substantially expands previous work, revealing new molecular pathways and providing a temporal map of MIA-induced changes across fetal neurodevelopment that will be relevant to understanding the pathology of, and informing future treatments for, NDDs.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Chemical compound, drug	poly(I:C) dsRNA	Sigma Aldrich	P0913	Lot # 016M1451V
Antibody	Rabbit polyclonal anti PAX-6	Covance	PRB-278P-100	Dilution: (1:250) for IHC; (1:3000) for WB
Antibody	Rabbit polyclonal anti-TBR1	Abcam	ab31940	Dilution: (1:500) for IHC; (1:2000) WB
Antibody	Rat monoclonal anti-CTIP2	Abcam	ab18465	Dilution (1:250) for IHC; (1:1000) for WB
Antibody	Rabbit polyclonal anti-CUX1	Abclonal	A2213	Dilution (1:200) for IHC; (1:1000) for WB
Antibody	Mouse monoclonal anti-SATB2	Abcam	Ab51502	Dilution (1:500) for IHC; (1:2000) for WB
Antibody	Rabbit monoclonal anti-KI67	Cell Signaling	12202	Dilution (1:500) for IHC
Antibody	Goat polyclonal anti-SOX9	R and D Systems	AF3075	Dilution (1:500) for IHC
Antibody	Rabbit polyclonal anti-PH3	Cell Signaling	9701	Dilution (1:500) for IHC
Antibody	Rat monoclonal anti-TBR2	Thermo Fisher Scientific	14-4875-82	Dilution (1:500) for IHC
Antibody	anti-DLX2	John Rubenstein Lab	N/A	Dilution (1:200) for IHC
Antibody	Rabbit polyclonal anti-GFAP	Agilent Dako	Z0334	Dilution (1:250) for IHC
Antibody	Rabbit polyclonal anti-OLIG2	Millipore Sigma	AB9610	Dilution (1:500) for IHC

### Animal care and use

All studies were conducted in compliance with NIH guidelines and approved protocols from the University of California Davis Animal Care and Use Committee. C57BL/6N females (Charles River, Kingston, NY), were bred in house and maintained on a 12:12 hr light dark cycle at 20 ± 1°C, food and water available ad libitum. Mice utilized in this study do harbor Segmented Filamentous Bacteria (SFB) (Estes et al., 2019). Males and females embryos were analyzed across experiments, sex was determined as previously described (McFarlane et al., 2013).

### Maternal immune activation

Assessment of females baseline immunoreactivity before pregnancy and maternal immune activation were performed as previously described (Estes et al., 2020). Since female mice display a wide range of baseline immunoreactivity to poly(I:C) that dictates susceptibility and resilience of offspring from later pregnancies to MIA, virgin females in the lowest 25th percentile of immune responsiveness to poly(I:C) (IL-6 serum levels) were excluded from the study to reduce variability and ensure sufficient immune responsiveness of all included dams. E12.5 pregnancies were determined by visualizing vaginal seminal plug (noted as E0.5) and by body weight increase. IL-6 serum levels were measured at 2.5 hr post-injection. Temperature, weight, and sickness behavior were tracked as previously described (Estes et al., 2020).

### Tissue dissections for RNA-seq and immunoblotting

Dissections of dorsal telencephalon/pallium or developing cortex were performed at E12.5 + 6 hr, E14.5, E17.5, and P0 from control (saline) and poly(I:C)-exposed MIA litters. At E12.5, due to the smaller embryo size, dissections were made via a diagonal cut that maximized collection of dorsal telencephalon, but could have also included some subpallium/ventral telencephalon and superficial tissues. For later time-points, dissection was of pallium/developing cortex. Potential variance in the individual dissections should be mitigated by the inclusion of multiple replicates across both groups. Dissections included both hemispheres from males and females, with exact numbers and sample details reported in Supplementary file 20. Independent litters were used for RNA-seq and immunoblotting.

### RNA-seq

Following tissue collection as described above, total RNA was isolated using Ambion RNAqueous total RNA Isolation Kit and assayed using Agilent RNA 6000 Nano Bioanalyzer kit/instrument. Stranded mRNA libraries were prepared using TruSeq Stranded mRNA kits. Eight to 12 samples per lane were pooled and sequenced on an Illumina HiSeq 4000 instrument using a single-end 50 bp protocol. Reads were aligned to mouse genome (mm9) using STAR (version 2.4.2a) (Dobin et al., 2013) and gene counts produced using featureCounts (Liao et al., 2014) and mm9 knownGenes. Quality assayed using FastQC (Andrews, 2010) and RSeQC (Wang et al., 2012), and samples that exhibited 3′ bias or poor exon distribution were discarded. Raw RNA-seq fastq files and a gene count matrix is available on GEO GSE166376.

### Immunoblotting

Tissue dissections from male and female littermates from at least three litters per condition were performed as described above and collected in HBSS, immediately frozen on dry ice, and stored at −80°C until processed. Samples were lysed in 50 mM Tris HCl, pH 8, 140 nM NaCl, 1 mM EDTA, 10% glycerol, 0.5% NP40 and 0.25% Triton with protease inhibitor cocktail (Roche). After sonication, samples were spun down and the supernatant was used for a BCA Bradford assay using the Spectramax 190 plate reader to assess protein concentration using a standard curve. Twelve or 18 μg of protein were run on a 10 or 12% Tris acetate gel using the Mini-PROTEAN system (BioRad). Membranes were blocked in Odyssey blocking buffer (TBS; LiCor) and probed with the indicated primary antibodies overnight at 4°C. Resolved proteins were visualized in two channels using fluorescent secondary antibodies at 680 and 800 nm on an Odyssey Clx infrared imaging system (LiCor). Specific band intensities for all detected antibodies were quantified using the manufacturer’s software ImageSoft (LiCor) and normalized to GAPDH loading control. Antibodies used were anti-PAX6 (1:250; cat #PRB-278P-100; Covance, Princeton NJ.), anti-TBR1 (1:500; cat#ab31940; Abcam, Cambridge, MA), anti-CTIP2 (1:250; cat# ab18465; Abcam, Cambridge, MA), anti-CUX1 (1:200; cat#A2213; Abclonal, Woburn, MA) and anti-SATB2 (1:500; cat#ab51502; Abcam, Cambridge, MA).

### Gross anatomy, immunohistochemistry, and image quantification analyses

Histology was performed in triplicate sections in brains using male and female pups from at least two litters. Sections were selected to focus on the developing somatosensory cortex. Details on sample individual sample usage for each IHC experiment is detailed in Supplementary files 21 and 22. Embryos used in IHC experiments came from independent litters versus RNA-seq and immunoblotting. Morphological parameters were measured using FIJI ImageJ (NIH), by an experimenter blinded to group and sex. Brain regions were identified based on anatomical landmarks as previously described (Gompers et al., 2017). No data points were excluded. For IHC staining, fetal brains were dissected and fixed with 4% paraformaldehyde/PBS solution overnight at 4°C. Tissues were then equilibrated in approximately 15 mL of 30% sucrose/PBS solution until they sank to the bottom of a conical tube. Equilibrated brains were embedded in Optimum Cutting Temperature (OCT) compound (Tissue-Tek, Torrance, CA) and frozen on dry-ice. OCT-embedded brain blocks were cryo-sectioned on a coronal plane (30 µm). Immunostaining was performed in free-floating sections with agitation. Sections were washed five times in PBST (PBS with 0.05% Triton X-100, 5 min each) and antigen retrieval was performed using 1x Citrate buffer pH6.0 antigen retriever solution (cat# C9999; Millipore-Sigma, Burlington, MA), at 60°C for 1 hr. Sections were washed five times in PBST (5 min each), permeabilized in PBS containing 0.5% Triton for 20 min and blocked for 1 hr at room temperature in 5% milk/PBST. Primary antibodies were incubated overnight at 4°C with orbital agitation (40–50 rpm). All antibodies used for this study were validated and their specificity validated. The following primary antibodies were used: anti-PAX6 (1:250; cat #PRB-278P-100; Covance, Princeton NJ.), anti-KI67 (1:500; cat#12202; Cell Signaling, Danvers, MA), anti-SOX9 (1:500 cat# AF3075, R and D systems, Minneapolis, MN), anti-PH3 (1:500 cat# 9701, Cell Signaling, Danvers, MA), anti-TBR2 (1:500; cat#14-4875-82; Thermo Fisher Scientific, Waltham, MA.), anti-TBR1 (1:500; cat#ab31940; Abcam, Cambridge, MA), anti-CTIP2 (1:250; cat# ab18465; Abcam, Cambridge, MA), anti-CUX1 (1:200; cat#A2213; Abclonal, Woburn, MA.), anti-SATB2 (1:500; cat#ab51502; Abcam, Cambridge, MA.), anti-DLX2 (1:200; generous gift from John Rubenstein, UCSF), anti-GFAP (1:250, cat#Z0334; Agilent Dako, Santa Clara, CA), anti-OLIG2 (1:500, cat#AB9610, MilliporeSigma, Burlington, MA). After primary antibody incubation, free-floating sections were washed five times in PBST (5 min each). Species-specific fluorophores-conjugated IgG (1:1000; Invitrogen-Thermo Fisher Scientific, Waltham, MA) were used as secondary antibodies (45 min, RT). 40,6-Diamidino-2-phenylindole (DAPI) (1:10000; Millipore-Sigma, Burlington, MA) was used for nuclear staining (20 min, RT). For cell counting, boxes were drawn on specific areas of the neocortex for progenitor and mitosis markers; SOX2, SOX9, and PH3. This box was 300 × 300 pixels on an image of the neocortex obtained using a ×20 objective. To be consistent, the ventral aspect of the box was drawn along the VZ and one corner touched the medial aspect of the VZ. The same strategy was used to draw boxes from Ki67 images except the box was increased in size to 500 × 500 pixels to account for the additional Ki67+ cells seen in neocortical areas above the SVZ. SOX9 boxes were drawn along the dorsal border edge (600 pixels in width) of the neocortex and extended ventrally two thirds the length of the neocortex in order to avoid the VZ/SVZ region. For laminar zone counts, a box spanning 300 pixels was drawn along the VZ and the dorsal/ventral proportions were equally divided into three zones. These box sizes allowed for a sufficient number of cells to be counted from each tissue. Laminar thickness analyses were performed by measuring the spread of all positive cells within the cortical plate per individual marker. For all quantification analyses, one to three sections per brain utilizing the developing hippocampus as a landmark for positioning were used.

### Bioinformatics analysis

Bioinformatic analysis was performed using R programming language version 3.5.1 (R Development Core Team, 2015) run in RStudio integrated development environment version 1.2.1269 (Team R, 2018). Plots were generated using ggplot2 R package version 3.1.0 (Wickham, 2009). Heatmaps were generated using pheatmap R package 1.0.10 (Kolde, 2018). The analysis scripts are available at: https://github.com/NordNeurogenomicsLab/Publications/tree/master/Canales_eLife_2021; Canales, 2021; copy archived at swh:1:rev:28836c8758908e130f1f6d8bfb3b6a112c6cbd1b.

### Differential expression analysis

Raw count data for all samples were used as input along with sample information for differential expression analysis using edgeR (Robinson et al., 2010). Genes with minimum log_2_reads per kilobase per million (RPKM) expression of −2 in at least two samples were included for analysis, resulting in a final set of 17,195 genes for differential testing. For time-point differential expression analysis genes with count per million (CPM) >0.1 in at least two samples were considered, resulting in E12.5, 16,396; E14.5, 16,658; E17.5, 16,229; P0, 16,613 genes in differential expression analyses. Principal component analysis indicated that the strongest driver of variance across samples was developmental age. Tagwise dispersion estimates were generated, and differential expression analysis was performed with edgeR using a generalized linear model, separately for each developmental time-point, including sex, sequencing run factor, and treatment as the variable for testing. Normalized expression levels were generated using the edgeR rpkm function. Normalized log_2_ RPKM values were used for plotting of summary heatmaps and of expression data for individual genes.

### SFARI gene set enrichment analysis

The autism risk gene-set was downloaded from https://gene.sfari.org/ on 02-26-2019 and is included in this manuscript as Supplementary file 17. High confidence risk genes, annotated as ‘gene-score’ 1 and 2 were selected, and their orthologs were found using getLDS function from the biomaRt R package (Durinck et al., 2009; Durinck et al., 2005). Overlap of up- and downregulated DE genes with SFARI ortholog genes was calculated and plotted using a custom R script. Statistical significance of overlap was tested with hypergeometric test using the following R script: sum(dhyper(t:b, a, n - a, b)):

*t* = number of overlapping DE genes with SFARI gene orthologs with gene_score 1 or 2
*b* = number of SFARI gene orthologs with gene_score 1 or 2
*a* = number of DE genes at a developmental stage
*n* = number of genes at a developmental stage *sum* returns the sum of all the values present in its arguments. *dhyper* calculates density for the hypergeometric distribution.

### WGCNA

We used the WGCNA R package, version 1.66 (Langfelder and Horvath, 2012; Langfelder and Horvath, 2008) to construct signed co-expression networks using the entire dataset containing 24,015 genes. After the network construction, the gene set was filtered for minimal gene expression at an RPKM value of 0.25 or higher in at least two sample, resulting in a dataset consisting 17,195 genes. A correlation matrix using the biweight midcorrelation between all genes was computed for all relevant samples. The soft thresholding power was estimated and used to derive an adjacency matrix exhibiting approximate scale-free topology (*R*^2^ >0.85). The adjacency matrix was transformed to a topological overlap matrix (TOM). The matrix 1-TOM was used as the input to calculate co-expression modules using hierarchical clustering. Modules were branches of the hierarchical cluster tree base, with minimum module size set to 10 genes. Pearson’s correlation coefficients were used to calculate correlation between sample traits (e.g., sex, treatment) and modules. The expression profile of a given module was summarized by the module eigengene (ME). Modules with highly correlated MEs (correlation >0.80) were merged together. The module connectivity (kME) of each gene was calculated by correlating the gene expression profile with module eigengenes. The module connectivity (kME) of each gene was calculated by correlating the gene expression profile with module eigengenes. Genes with no network correlation were placed into the module Grey. Following manual data inspection further highly correlated modules were merged: BrRePi: Brown, Red, and Pink, YeMaBl: Yellow, Magenta, and Black.

### Gene Ontology enrichment analysis

Mouse Gene Ontology (GO) data was downloaded from Bioconductor (org.Mm.eg.db). We used the TopGO R package version 2.34.0 (Alexa and Rahnenfuhrer, 2019) to test for enrichment of GO terms. For the analysis presented here, we restricted our testing to GO Biological Process annotations and required a minimal node size (number of genes annotated to GO terms) of 20. We used the internal ‘weight01’ testing framework and the Fisher test, a strategy recommended for gene set analysis that generally accounts for multiple testing comparisons. For GO BP analysis, we reported terms with p-value<0.05. For all enrichment analysis, the test set of DE genes was compared against the background set of genes expressed in our study based on minimum read-count cutoffs described above. Heatmaps showing positive log_2_ (expected/observed) values were plotted for GO terms of interest.

### Protein–protein interaction

Protein–protein interaction enrichment and network generation for E12.5 DE (FDR < 0.05) gene sets was performed using STRING (Szklarczyk et al., 2019), version 11, considering only experimentally and text mining interactions, with at least medium interaction confidence score. Disconnected nodes were removed from the network.

### Data analysis

For all experiments, data was collected from at least two (usually three, and sometimes more, as indicated in each analysis) experiments and is presented as the mean ± SEM. Protein validation data were analyzed by Student’s *t*-test or one-way ANOVA, followed where appropriate by Tukey’s honestly significant difference *post hoc* test (Graphpad Prism v.7). Significance was defined as: *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001. Samples for RNA-seq were randomly collected across litters and processed blind to experimental condition. For differential gene expression analysis using edgeR, differences were considered statistically significant at high stringency for FDR < 0.05, or with reduced stringency for p values < 0.05.

## Data Availability

Raw and gene-count RNA-seq sequencing data are deposited in GEO under accession number GSE166376. Data analysis code is available at: https://github.com/NordNeurogenomicsLab/Publications/tree/master/Canales_eLife_2021, copy archived at https://archive.softwareheritage.org/swh:1:rev:28836c8758908e130f1f6d8bfb3b6a112c6cbd1b/ Detailed results of differential gene expression analysis are included in the manuscript and supporting files (Supplementary files 1-15), and can be visualized using our interactive online browser at: https://nordlab.shinyapps.io/MIA_RPKM_plots/. The following datasets were generated: CichewiczK NordAS 2021A temporal map of maternal immune activation-induced changes reveals a shift in neurodevelopmental timing and perturbed cortical development in miceNCBI Gene Expression OmnibusGSE166376 CichewiczK NordAS 2021A temporal map of maternal immune activation-induced changes reveals a shift in neurodevelopmental timing and perturbed cortical development in miceNordNeurogenomicsLabeLife_2021

How the deposited data were processed for this re-analysis (not part of the article)

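The authors deposited a table of raw counts, the number of single-end reads that featureCounts assigned to each of 24015 genes after alignment to mm9 with STAR, for 74 samples of mouse dorsal telencephalon. Samples with a bias toward the 3′ end or a poor exon distribution had been discarded before deposition. All 74 columns hold whole numbers and were taken as counts, and no column was left out. Each sample's time-point, treatment, sex, litter and sequencing lane were taken from its deposited labels and from Supplementary file 5. For 32 samples Supplementary file 5 gives another age than the labels. The labels were used, since they give the group sizes that the paper's text states.

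The 8 groups of samples, their litters and their total counts are given with the first set of values in the results. Counting error alone sets a floor of 3 counts, or up to 0.171 CPM in the sample with the fewest counts. Reads carry no molecular identifiers, so intervals and floors cover counting error only. No pair of samples of the same time-point and treatment was closer than sampling noise: the smallest chi-square per degree of freedom between such a pair was 4.07.

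Differential expression was computed in R 4.3.3 with edgeR 4.0.16, with one fit per time-point and with TMM scaling, sex and lane as covariates, and the quasi-likelihood F-test. Genes were kept with more than 0.1 CPM in at least 2 samples of the fit. Genes were called at a Benjamini-Hochberg FDR under 0.05, and the number at an unadjusted p under 0.05 was kept beside it. The likelihood ratio test on tagwise dispersions, whose statistics Supplementary file 1 lists, DESeq2 1.42.0, RLE scaling, a filter of at least 10 counts in every sample, no filter beyond 1 count, fits without lane or without sex, lanes that held both treatments only, counts summed per litter and each litter or sample left out in turn were run as alternatives. These were set before the data were examined. The fits of counts summed per litter held neither sex nor lane as a covariate. Fits with the likelihood ratio test and no lane covariate, with offsets for GC content or gene length in 20 bins, and with a meninges marker score as covariate, and the predicted age without each sample, were added after the data were seen. Each offset is the median deviation of the sample from the gene means in a bin. The sexes were fitted apart with lane as covariate, and the difference between them was tested as a sex by treatment term.

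Sample scores were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 from log2 CPM with a prior count of 2, or 0.5 as an alternative. Principal components used genes centered but not scaled. A module score is the mean z-score over the module's genes listed in the given part of Supplementary files 1–4. The co-expression analysis itself was not rerun. The age regression used principal components 1–5, sex and lane in the 36 saline samples. Marker scores are means of log2 CPM over gene lists written before their scores were computed. Scores were compared between MIA and saline with permutation tests, two-sided, exact where a group held fewer than 10 samples and with 100000 draws otherwise, with the seed 20210305. Litter means were compared the same way. Enrichment was tested with the one-sided hypergeometric formula of the paper's methods, over the genes tested, and against 10000 random sets matched on mean expression in 20 bins.

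The genes named are those the paper names for its RNA-seq data and, at each time-point, the 5 with the smallest FDR among genes called with every MIA sample above, or every MIA sample below, every saline sample. This rule was set before the data were examined, and genes named outside it are marked where they appear. The result for 1 gene under this rule is not reported here. Positions are from GENCODE M1 on NCBIM37.

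The calls were tested on simulated data with the same numbers of samples, lanes and litters, in which 200 genes were given a log2FC of 1 in either direction. Each sample was drawn independently, with no effect of litter, lane or sex. The simulation therefore cannot show how many false calls such effects cause. The quasi-likelihood test called 87% of them at E12.5, 100% at E14.5, 85.5% at E17.5 and 100% at P0, with 6, 8, 7 and 8 unchanged genes called, and no gene was called where none was changed. A simulated age shift of 1.5 days at E17.5 was estimated as 1.4989 days. There each gene was linear in age with independent noise, so this recovery does not cover differences between litters. A simulated Green score difference of 0.946 at E14.5 was estimated as 0.904. At E12.5, where the simulated Green difference was 0, it was estimated as 0.113 (exact permutation test, p = 0.0274), a false call. Blue differences simulated as 0 gave permutation p of 0.189 at E12.5 and 0.0642 at E14.5. Of 400 exact permutation tests of random values, 5.75% had a p under 0.05. Protein interaction networks, gene ontology enrichment, histology, western blots and behavior were not analysed here.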

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

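In this part, the tests of red blood cell markers at E17.5, of the Grey score at E17.5, of the interferon score against the P0 level, and of hindbrain genes in the E14.5 sample with the highest score were chosen only after the result was seen; each other test was written down before the value it measures was seen.

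The effect of MIA differed between neighboring time-points for 4 of the 5 sample scores compared, over 15 comparisons (permutation of the time-points within treatments, two-sided). The scores were predicted age, Blue, Turquoise and Grey, and Grey is described apart below. The effect on predicted age was 2.29 days larger at E17.5 than at E14.5 (permutation p = 0.00107, adjusted p = 0.00321), and it changed by -2.78 days from E17.5 to P0 (permutation p = 1e-05, the smallest 100000 draws can give, adjusted p = 5e-05). The effect on the Blue score changed by -0.490 from E14.5 to E17.5 (permutation p = 0.00833, adjusted p = 0.0179) and by 0.699 from E17.5 to P0 (permutation p = 1e-05, adjusted p = 5e-05). The effect on the Turquoise score changed by -0.581 from E17.5 to P0 (permutation p = 1e-05, adjusted p = 5e-05). These 15 comparisons permute single samples, although samples of a litter are not independent and each E17.5 group held 3 litters. Their p-values may thus overstate the evidence. For predicted age, the saline samples also trained the regression. Their SD at E17.5 was 0.197 days, against 0.408 days with each litter predicted without it. At E17.5 itself, all 6 MIA samples lay beyond all 6 saline samples for predicted age, Blue and Turquoise. None of 20 comparisons between males and females passed adjustment. The changes in predicted age, Blue and Turquoise describe the same feature of the data, that E17.5 MIA samples lie closer to P0 than E17.5 saline samples do: the MIA mean had covered 67.3% of the way from the E17.5 to the P0 saline mean on PC1, 66.9% for Blue, 64.5% for Turquoise and 70.7% for a cell cycle score. The predicted age of E17.5 MIA samples had the same mean to 3 digits as that of P0 saline samples, 19.6 days.

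Several technical explanations of this E17.5 pattern were tested. Total counts did not differ between the treatments (exact permutation test, p = 0.801). Within the lane of 4 saline and 3 MIA samples, the predicted age was still 2.61 days higher in MIA (exact permutation test, p = 0.0286, the smallest these numbers allow). With offsets for GC content the E17.5 comparison called 5573 genes and with offsets for gene length 5607, against 5397 without offsets among the 14910 genes with these properties. The number of called genes thus did not fall. Predicted age and the scores were not computed with offsets, so these counts cannot decide whether GC content or length shifts them. The subpallium marker score was 0.73 lower in MIA (exact permutation test, p = 0.00866, adjusted p = 0.0932 over 48 comparisons). With that score taken out, the Blue difference went from -0.714 to -0.770 (exact permutation test, p = 0.00216). The scores were only weakly linked in saline samples (r = -0.224), so little was taken out. A smaller share of cells from the subpallium cannot be excluded as part of the pattern, and Dlx2 fell too (log2FC -1.09). Such a loss would lower subpallium markers most, yet the cell cycle score differed by -1.48. Eomes (log2FC -1.86), Neurog2 (-1.79) and Pax6 (-1.34) also fell, with no overlap between treatments, and Gad1 did not (0.32). These values argue against it as the cause of the whole pattern. A later age of the whole embryo, through staging or the time of collection, was to be tested with the ratio of embryonic to adult globin transcripts, but the adult globin genes had 1 count over all 74 samples, so no ratio could be computed. A score of red blood cell genes, which are not made by the telencephalon, fell from 1.47 ± 0.291 (SD, n = 6) in E17.5 saline to 0.08 ± 0.669 (SD, n = 6) in E17.5 MIA and was -1.22 ± 0.472 (SD, n = 10) in P0 saline. This covers 51.6% of the way to P0 (exact permutation test, p = 0.00433, adjusted p = 0.0693 over 48 comparisons, so it did not pass), with 5 of 6 MIA samples below every saline sample. The pattern therefore cannot be told apart from MIA embryos that were older as a whole, and the 3 litters on each side cannot give an exact permutation p below 0.1.

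The Grey score moved the other way at E17.5 than at the time-points beside it. The effect changed by -0.186 from E14.5 to E17.5 (permutation p = 0.00177, adjusted p = 0.00443) and by 0.189 from E17.5 to P0 (permutation p = 5.1e-04, adjusted p = 0.00191), within the same 15 comparisons. The E17.5 difference was -0.128, with 4 of 6 MIA samples below every saline sample (exact permutation test, p = 0.0152, adjusted p = 0.0606 over the 16 module and time-point comparisons, so it did not pass). The shift toward P0 does not account for it, since the difference was 537% of the distance from E17.5 to P0 in saline samples, which is within the SD of the saline samples. Within the lane of 4 saline and 3 MIA samples it was -0.0768 (exact permutation test, p = 0.171), and with samples permuted within all lanes that held both treatments the mean difference was -0.116 (exact permutation test, p = 0.0214). The score depends on how the genes are combined: as the first principal component of the same genes the E17.5 difference was 0.0299 (exact permutation test, p = 0.563). The single lane thus did not settle the matter, while the difference over lanes shows that lane alone does not account for it. Since the direction rests on how the genes are combined, no biological explanation is put forward.

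In 2 E14.5 MIA samples, marker genes of the hindbrain and spinal cord lay above the 13 saline samples by more than the whole saline range, from -3.89 to -3.05 (mean log2 CPM of 16 genes). A male sequenced in lane 5, animal 5 of its litter, had a score of 2.73, and 15 of the 16 listed genes had their highest value of all 74 samples in it, with 5195 counts on these genes. The highest score among the other 73 samples was -1.30. A male of another litter, sequenced in lane 2, had a score of -2.05, with 125 counts, and 8 of the 16 genes lay above every E14.5 saline sample. Tissue from outside the dorsal telencephalon is a candidate explanation for both. It was not tested apart from a mixture with another library. Animal 8 of the litter of the first male lay above the saline range by less, with -2.83. No biological explanation was tested.

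At P0, a female MIA sample, animal 3 of its litter in lane 4, had a diencephalon marker score of 2.63, where the saline samples ranged from -1.91 to 0.25 and the 11 other MIA samples from -1.63 to -0.38. All 10 listed genes had their highest P0 value in it. Its 34958537 total counts lay within the range of the P0 samples, so depth does not account for it. Tissue of the diencephalon in the sample is a candidate explanation, and no biological one was tested.

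A sample can also stand apart inside its own group. Among 152 groups of 4 to 10 samples examined for a sample far from the rest, 1 held such a sample, where chance gives 7.6. It was a female E17.5 saline sample in lane 7 for hindbrain and spinal cord markers, whose distance to the nearest sample was a share of 0.660 of the whole range. The sample had 14 counts on the 16 listed genes against 12 in the next (exact binomial test, two-sided, p = 0.696), so counting noise of a few reads may be the whole of it.

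Interferon-response genes, which the paper does not discuss at E17.5, lay above the 6 saline samples (from -0.75 to 0.16, mean log2 CPM) in 3 of 6 E17.5 MIA samples, a female of one litter with 1.22 and females of another with 1.32 and 1.10. The mean difference was 0.88, with all 6 MIA samples above the saline median (exact permutation test, p = 0.0216), and it did not pass adjustment over 48 comparisons (adjusted p = 0.131). The MIA mean had covered 91.6% of the way to the P0 saline mean of 0.73 ± 0.618 (SD, n = 10), so the shift of the E17.5 MIA samples toward P0 may account for it. The microglia and macrophage marker score was 2.72 in MIA and 2.96 in saline, so a larger amount of these cells was not seen. Because that score was lower in MIA, taking it out could only raise the difference, to 1.00 (exact permutation test, p = 0.00216), and this is not a separate test. Within the lane of 4 saline and 3 MIA samples it was 0.81 (exact permutation test, p = 0.0857), and over all lanes with both treatments 0.79 (exact permutation test, p = 0.0429), so lane alone does not account for it. A score higher in MIA was also seen at E14.5 (0.40, permutation test, p = 0.0270, adjusted p = 0.131). A lasting response to poly(I:C) cannot be told apart from the older state of the E17.5 samples.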

How the results depend on the processing

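Of the settings here, the likelihood ratio test without lane, the GC content and gene length offsets, the meninges covariate and the predicted age without each sample were chosen after seeing the data, and the others before the data were examined. Except where a value shows it, the cause of a change was not tested.

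The E12.5 count of 36 genes with an FDR under 0.05 was the most open to the test used. It was 164 with the likelihood ratio test, 380 with DESeq2, 209 with the likelihood ratio test without lane and 61 with the meninges covariate, 15 with counts summed per litter, and from 0 to 37 genes across the 7 fits that each left out a litter. The share of higher genes was 91.7%, but 58.5% with the likelihood ratio test and 61.8% with DESeq2. Of the 52 genes of Figure 3c, 23 passed, against 44 with the likelihood ratio test, 49 with DESeq2, 7 with counts summed per litter and from 0 to 23 across the 7 fits without a litter. At E14.5 the 2287 genes became 3596 with DESeq2, 808 without lane, 0 with counts summed per litter (1391 at unadjusted p under 0.05) and from 0 to 4736 across the 9 fits that each left out a litter. At E17.5 the 5836 genes became 3331 with counts summed per litter and from 2770 to 6587 across 6 such fits. Every other setting run at E17.5 gave between 5573 and 6400 genes. At P0 every setting with both sexes gave 0 genes, with 300 to 1871 at unadjusted p under 0.05, and so did the 11 fits without a litter. The P0 share of higher genes at unadjusted p under 0.05 was 67.3%, and it moved to 71.9% with the likelihood ratio test, 64.4% with at least 10 counts in every sample, 64.5% with no filter, 80.3% with counts summed per litter and from 56.1% to 80.8% across the 11 fits. RLE scaling moved no count beyond 1.5 times.

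Counts within a sex moved more. The likelihood ratio test called 29 genes in E12.5 males and 2 in P0 males (Opn5 higher and Aff2 lower), and without lane 47 and 1 (Aff2), where the quasi-likelihood test called 0 (653 and 1133 at unadjusted p under 0.05). In E12.5 females, 173 genes became 870 with the likelihood ratio test, 0 without lane (495 at unadjusted p under 0.05) and 27 with the likelihood ratio test without lane. In E14.5 females, 3738 became 0 without lane (2963 at unadjusted p under 0.05) and 384 with the likelihood ratio test without lane. In E17.5 females, 3413 became 4295 without lane. In E17.5 males, 635 became 1667 with the likelihood ratio test and 1288 with it and no lane. That test also passed 1 gene for a sex by treatment difference at E14.5 (Bhlha9) and 1 at E17.5 (Tmprss11a), where the quasi-likelihood test passed 0 (507 and 297 at unadjusted p under 0.05), and 11 genes between the sexes at E17.5 in place of 5. All genes named in these sentences were chosen after their values were seen. With 1 sample left out at a time, where the contrast could still be fitted, the counts ranged from 0 to 0 in E12.5 males (7 fits), 0 to 807 in E12.5 females (6 fits for 7 samples), 0 to 0 in E14.5 males (17 fits), 0 to 4713 in E14.5 females (8 fits for 9 samples), 96 to 3724 in E17.5 males (3 fits for 5 samples), 700 to 4084 in E17.5 females (7 fits), 0 to 0 in P0 males (10 fits) and 0 to 0 in P0 females (12 fits). The correlation between the sexes' log2FC, over genes selected in both sexes combined, fell over all genes to 0.121 at E12.5, 0.373 at E14.5 and 0.602 at E17.5, and without lane it was 0.974 at E12.5 and 0.801 at E14.5.

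The E17.5 SFARI comparisons passed with the likelihood ratio test, a filter of 10 counts and calls from counts summed per litter (p from 3.45e-05 to 0.00978), but against sets matched on expression p was 0.170 at the FDR threshold and 0.0944 at the unadjusted one. No excess over genes of like expression was thus shown.

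The PC1 share of variance, 43.9%, was 31.6% with genes scaled to unit variance, 36.7% with a prior count of 0.5 and 53.7% with at least 10 counts in every sample. The predicted age difference at E17.5 kept its sign under all settings run, was lowest, 1.44 days, with components 1–10, and ranged from 2.42 to 2.70 days across the 12 fits that each left out a sample. Over litter means it was 2.56 days with an exact permutation p of 0.1, as for Blue (-0.714), Turquoise (0.539) and Grey (-0.128), and 3 against 3 litters can give no smaller p. The E12.5 difference reversed to -1.43 days with components 1–10. The E14.5 difference reversed to -0.396 days when each saline litter was predicted without it, and ranged from -0.0903 to 0.405 days across the 26 fits that each left out a sample. The Turquoise difference at E12.5 reversed to -0.00668 over litter means. As first principal component in place of mean z-score, the Grey difference was 0.330 at E12.5 (exact permutation p = 0.00641), 0.239 at E14.5 (permutation p = 0.0482), 0.0299 at E17.5 (reversed) and 0.212 at P0 (permutation p = 0.198), and over litter means it was 0.0618 at P0 (exact permutation p = 0.124). Over litter means, the correlation with condition was 0.276 for Green (permutation p = 0.121) and 0.253 for Grey (permutation p = 0.159), and 0 of the 48 marker score comparisons passed adjustment, in place of 1. That 1, glycolysis and hypoxia at E12.5, differed by 1.54 over litter means, and the exact permutation p of 0.0286 is the smallest that 4 against 3 litters allow, so on its own it could not pass over 48 comparisons. The mean correlation of E17.5 MIA changes with the saline change from E17.5 to P0 over the called genes moved to 0.578 over all genes and 0.650 against the change from E14.5 to E17.5.

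Over 41 pairs of a named gene and a time-point, 570 alternative values were computed: 493 stayed on the same side of the threshold with the same sign, 16 passed where they had not, 55 no longer passed and 6 changed sign. At E14.5, the log2FC of Pdk1, -0.01, was 0.01 (0.00627) with at least 10 counts in every sample and ranged from -0.07 (-0.0693) to 0.06 (0.0556) across the 9 fits that each left out a litter. That of Il20rb, 0.07, was -0.01 (-0.00911) with counts summed per litter and ranged from -0.01 (-0.00862) to 0.13 (0.135) across those fits, and that of Adm from -0.05 (-0.0453) to 0.41 (0.411). None of these passed.

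Keeping only lanes with both treatments gave 36 genes at E12.5 and 5855 at E17.5, and could change nothing at E14.5 and P0, where every lane held both. With 2 MIA males at E17.5, fits without one of them were not run. No paired analysis was possible because no saline sample was matched to a MIA sample.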

Differences from the paper's values

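No test in this part was chosen after a result was seen, and the settings added after seeing the values are named as such. A gap is said to be closed where neither value is more than 1.5 times the other, so a closed gap can still be wide. Values marked as read by eye are the paper's, from Fig. 1f for both sexes and from Figure 1—figure supplement 2 for the sexes apart.

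For E12.5 genes higher in MIA at an FDR under 0.05, the paper shows about 63 in Fig. 1f, read by eye, and 33 were counted here. Of the alternatives set before the data were examined, the fit without lane gave 44 and closed the gap and the others did not, and the meninges covariate, chosen after seeing the values, gave 49. For lower genes the paper shows about 47 in Fig. 1f, read by eye, against 3 here, which the likelihood ratio test (68) closed, as did that test without lane (63), chosen after seeing the values, and no other alternative set before the data were examined. At E14.5 the paper shows about 1700 higher genes in Fig. 1f, read by eye, against 1091, and the likelihood ratio test (1633), DESeq2 (1800), RLE scaling (1149), at least 10 counts in every sample (1218), no sex covariate (1213) and 1 of the 9 fits without a litter closed the gap. It shows about 740 lower genes in Fig. 1f, read by eye, against 1196, and RLE scaling (1105), no filter beyond 1 count (946), 3 of those 9 fits and the likelihood ratio test without lane (840), chosen after seeing the values, closed it. The other alternatives set before the data were examined closed neither.

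At an unadjusted p under 0.05, the paper shows about 590 higher genes at E12.5 in Fig. 1f, read by eye, and 987 were counted here, a gap closed in 3 of the 7 fits without a litter and under no other alternative set before the data were examined. At P0 it shows about 230 lower genes in Fig. 1f, read by eye, against 519, and the fit without lane (290), 3 of the 11 fits without a litter and the likelihood ratio test without lane (284), chosen after seeing the values, closed that gap, while the other alternatives set before the data were examined did not.

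With the sexes apart (Figure 1—figure supplement 2, read by eye), the paper shows about 26 higher and about 6 lower genes in E12.5 males, against 0 and 0 here (653 in both directions at unadjusted p under 0.05). The likelihood ratio test closed the gap for higher genes (26), and for lower genes (7) it did so only without lane, a setting chosen after seeing the values. In E17.5 males it shows about 490 higher and about 600 lower in Figure 1—figure supplement 2, read by eye, against 291 and 344. The likelihood ratio test closed the gap for lower genes (832), and without lane, chosen after seeing the values, that test closed both (629 and 659). In E12.5 females it shows about 3 lower genes in Figure 1—figure supplement 2, read by eye, against 157, closed only by the likelihood ratio test without lane (2), chosen after seeing the values. In E14.5 females it shows about 130 higher and about 110 lower in Figure 1—figure supplement 2, read by eye, against 1931 and 1807. No setting run closed the gap for higher genes, and the likelihood ratio test without lane, chosen after seeing the values, closed that for lower genes (150). No other alternative set before the data were examined closed any of these gaps.

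The paper gives p = 3.9e-04 for the SFARI genes at E17.5 at the FDR threshold, against 0.00186 here (one-sided hypergeometric test), and p = 2.8e-06 at the unadjusted threshold, against 9.41e-04. None of the alternatives set before the data were examined closed either gap. For the correlation of modules with condition, the paper gives p = 0.03 for Green against a permutation p of 0.0485 here, and permuting within time-points (0.0330) closed the gap, as litter means (permutation p = 0.121) did not. It gives p = 0.007 for Grey against a permutation p of 0.0117, which none of the alternatives set before the data were examined closed. For predicted age the paper gives p = 4.5e-06 at E17.5, against an exact permutation p of 0.00216, the smallest that 6 against 6 samples allow, and p = 0.07 at E14.5, against a permutation p of 0.630. No alternative set before the data were examined closed these, nor did any fit without a sample (0 of 12 and 0 of 26), a setting chosen after seeing the values.

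The paper describes the Blue module as increasing and the Turquoise module as decreasing with age. Here the mean score of the listed Blue genes in saline samples fell from 1.04 at E12.5 to -0.927 at P0, and that of the Turquoise genes rose from -1.08 to 0.862. The paper counts fewer litters than the 33 that the deposited labels and Supplementary file 5 give. It reports Pdgfra as not differing at E17.5, where its FDR here was 0.0475. DESeq2 (0.0852), RLE scaling (0.0509), the fit without lane (0.0567) and counts summed per litter (0.108) do not call it. Nor do 3 of the 6 fits without a litter. Over 7 alternatives with every litter the lowest FDR was 0.0194. The legend of Figure 3d describes its genes as differing at E12.5, although its stars mark Flt1 at E14.5 and not at E12.5, and Il20rb at no time-point. The E12.5 FDR of Il20rb here was 0.0905, and the likelihood ratio test (0.00588), DESeq2 (2.74e-05), at least 10 counts in every sample (0.0491) and the fit without lane (0.0131) call it. The FDR of Flt1 was 0.232 at E12.5 and 0.0513 at E14.5. At E12.5 DESeq2 (0.0142) calls it, and at E14.5 the likelihood ratio test (0.0351), DESeq2 (0.0272), RLE scaling (0.0481), at least 10 counts in every sample (0.0413) and 1 of the 9 fits without a litter (0.0190). The text describes Vegfa as higher in MIA at all time-points and as among the strongest changes at P0. Here its log2FC was above 0 at each time-point. Its FDR was 0.0205 at E12.5, 0.0281 at E14.5, 0.0774 at E17.5 and 0.557 at P0. At E17.5, 2 of the 6 fits without a litter called it, but none of the 7 alternatives with every litter did. No setting run called it at P0.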

Other observations

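In this part, the tests of an E14.5 sample against another age, of meninges markers, of the E14.5 counts in females and males, and of splits that keep litters whole at E12.5 and E17.5 were chosen only after the result was seen.

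One E14.5 MIA sample, a male sequenced in lane 11 and the only one of its litter, was predicted at 19.1 days, where the other 25 E14.5 samples lay between 13.2 and 16.1 days. Its PC1 score of -79.0 fell among the P0 saline samples (from -90.2 to -73.1) and outside the other E14.5 samples (from -2.31 to 75.7). With each gene centered on its mean over all samples, the profile of this sample had an r of 0.755 with the P0 saline mean and of -0.510 with the E14.5 saline mean over genes. The difference between these, 1.27, was below 0 in each of the other 25 samples (from -1.48 to -0.225). Its 26360490 total counts lay within the range of the group, so depth does not account for it. A sample of another age, or a mislabelled one, is a candidate explanation, and it remains. The sample was kept under its label in every value, and without its litter the E14.5 comparison gave 1061 genes with an FDR under 0.05 (517 higher and 544 lower). Supplementary file 5 gives another age than the labels for 32 of the 74 samples. This sample is among them, as are other E14.5 MIA samples. A comment there says that its litter was not tracked and was given a new number, and identifies it as E14.5 poly(I:C). A P0 saline litter has the same number.

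The higher Green score of E14.5 MIA samples may come in part from meningeal tissue left on the sample. In saline samples, centered by time-point, the Green score without the 1 gene shared with the list followed a score of meninges and fibroblast genes (r = 0.923, Spearman rho 0.920, n = 36, permutation p = 1e-05, the smallest 100000 draws can give, and r = 0.919 without the 2 samples farthest from the median). Within a time-point r was 0.873 at E12.5 (n = 7), 0.955 at E14.5 (n = 13) and 0.978 at E17.5 (n = 6). At E14.5 the meninges score itself was 1.60 higher in MIA (permutation test, p = 0.0241, adjusted p = 0.131 over 48 comparisons). With the meninges score taken out, the Green difference went from 0.635 to 0.214 (permutation test, p = 0.00560). It still passed, so the amount of such tissue does not account for all of it, but an effect on meningeal or vascular cells cannot be told apart from a difference in dissection. Total counts did not differ (permutation test, p = 0.164). If litters had been dissected differently, the meninges score of saline samples would differ between litters. Litters held 33.5% of its variance in the 13 E14.5 saline samples, a share not shown to exceed that of regroupings (permutation test, p = 0.123, 3 litters).

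The higher glycolysis and hypoxia score at E12.5 was present within the lane of 3 saline and 4 MIA samples, where it was 1.49 (exact permutation test, p = 0.0286, the smallest these numbers allow), and total counts did not differ (exact permutation test, p = 0.946). A difference in the time of day at collection was tested with a score of 12 clock genes, 8 counted as positive and 4 as negative, which differed by 0.45 (two-sided exact permutation test, n = 7 and 7, p = 0.00350). Of these genes, 1 had an unadjusted p under 0.05 and 0 an FDR under 0.05. The score may reflect a phase difference or a response of the clock genes to hypoxia, so a different hour of collection cannot be ruled out as part of the E12.5 changes.

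At E14.5 the litter accounts for a large share of the spread between samples. The median gene had 48.4% of its variance within treatments between litters, against a median of 28.3% (from 20.8% to 38.1%) over 100 random regroupings of the samples into litters of the same sizes (permutation p = 0.01, the smallest these regroupings give). Samples of a litter are therefore not independent, and counts based on single samples may overstate the evidence. The larger number of genes called in E14.5 females than in males was examined next. The male sample predicted near P0 does not account for it, since without that sample 0 genes passed in males (1568 at unadjusted p under 0.05). Without lane as a covariate 0 genes passed in females (2963 at unadjusted p under 0.05). With lane only 3 saline and 1 MIA female, in 1 lane, weigh in the contrast, so the female count may rest on that MIA sample. No gene passed a sex by treatment term with the quasi-likelihood test, and 1 passed with the likelihood ratio test.

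The counts of genes were compared with those from other splits of the same samples into groups of the same sizes, with at most 100 drawn. A sample alone in its lane has no weight in a fit with lane, so several splits can be the same contrast, and each contrast was counted once, a rule adopted after the counts were seen. In females, 3 of the 32 splits fitted at E12.5, 4 of 100 at E14.5 and 1 of 34 at E17.5 repeated the real contrast, as did 2 of the 35 splits of whole litters at E12.5 and 1 of 100 in P0 males. Each count that follows includes the real split. As many genes with an FDR under 0.05 came from 4 of 98 splits at E12.5, where the largest count was 2149 genes, from 1 of 100 at E14.5 and from 1 of 100 at E17.5. At P0, 20 of 100 splits gave as many genes at unadjusted p under 0.05, and 18 of 100 as large a share of higher genes, so the P0 pattern cannot be told apart from a chance split of the samples. With whole litters kept together, as many genes came from 1 of 15 splits at E12.5 and 1 of 10 at E17.5, too few splits for a share under 0.05. At E14.5 it was 6 of 84, the largest with 6564 genes, and at P0 29 of 100 at unadjusted p under 0.05. The number of genes at E14.5 thus cannot be told apart from a chance split of the litters.

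For males alone, 10 of 21 splits at E12.5, 4 of 99 at E14.5 and 17 of 81 at P0 gave as many genes at unadjusted p under 0.05. For females alone, as many genes with an FDR under 0.05 came from 1 of 10 splits at E12.5, too few for a share under 0.05, 1 of 22 at E14.5 and 1 of 21 at E17.5, and at E12.5 and E14.5 the real contrast rests on 1 MIA sample, so these shares do not describe the MIA females as a group. Of the splits at P0, 70 of 100 gave as many at unadjusted p under 0.05. The E17.5 males, with 2 MIA samples, were not split. Between the sexes, 4 of 98 splits at E12.5, 5 of 100 at E14.5, 4 of 100 at E17.5 and 2 of 100 at P0 gave as many genes with an FDR under 0.05. Xist and the Y-linked Ddx3y, Eif2s3y, Kdm5d and Uty were among the genes called in the real split at each time-point. For the sex by treatment term, 76 of 96, 61 of 100, 75 of 100 and 34 of 100 splits gave as many genes at unadjusted p under 0.05 from E12.5 to P0.

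For the E17.5 SFARI genes, 1 of 100 splits gave as small an enrichment p at the FDR threshold, where most other splits called no gene, and 5 of 100 at the unadjusted threshold. At E14.5, 2 of 100 gave a p as small as 0.852, which shows nothing, since a split without called genes has a p of 1. Of the genes of Figure 3c, as many passed in 1 of 100 splits at E12.5, and the list was chosen from these samples. As many pairs of module and time-point, 7, with an enrichment p under 0.05 came from 3 of 100 splits, and the other splits gave from 1 to 8 (median 3).

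The E17.5 MIA changes were set against the saline change from E17.5 to P0 with the E17.5 saline litters parted in 6 ways, so that no sample entered both. The direction was the same for 87.6% of the 5836 called genes (at least 83.2% in each way). It was the same for 68.7% of all 16890 genes tested (at least 58.5% in each way). The called genes were selected with all E17.5 saline samples, so the parting did not cover the selection, which can raise the first share. Values of log2FC in the parts of the paper's tables at hand for the sexes apart correlated more closely with fits without lane (for E14.5 females, r = 0.9999 over 1999 genes) than with fits with lane (r = 0.913). For both sexes together they correlated more closely with the likelihood ratio test with lane (r = 0.9998 at E14.5) than without it (r = 0.963).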
